# Endoplasmic Reticulum Thiol Oxidase Deficiency Leads to Ascorbic Acid Depletion and Noncanonical Scurvy in Mice

**DOI:** 10.1016/j.molcel.2012.08.010

**Published:** 2012-10-12

**Authors:** Ester Zito, Henning Gram Hansen, Giles S.H. Yeo, Junichi Fujii, David Ron

## Abstract

Endoplasmic reticulum (ER) thiol oxidases initiate a disulfide relay to oxidatively fold secreted proteins. We found that combined loss-of-function mutations in genes encoding the ER thiol oxidases ERO1α, ERO1β, and PRDX4 compromised the extracellular matrix in mice and interfered with the intracellular maturation of procollagen. These severe abnormalities were associated with an unexpectedly modest delay in disulfide bond formation in secreted proteins but a profound, 5-fold lower procollagen 4-hydroxyproline content and enhanced cysteinyl sulfenic acid modification of ER proteins. Tissue ascorbic acid content was lower in mutant mice, and ascorbic acid supplementation improved procollagen maturation and lowered sulfenic acid content in vivo. In vitro, the presence of a sulfenic acid donor accelerated the oxidative inactivation of ascorbate by an H_2_O_2_-generating system. Compromised ER disulfide relay thus exposes protein thiols to competing oxidation to sulfenic acid, resulting in depletion of ascorbic acid, impaired procollagen proline 4-hydroxylation, and a noncanonical form of scurvy.

## Introduction

Disulfide bonds have a critical role in stabilizing the mature, folded conformation of secreted proteins (Anfinsen, 1973). A specialized class of chaperones of the protein disulfide isomerase (PDI) family catalyze efficient formation of disulfides in folding ER proteins. Oxidized PDIs transfer their disulfides onto reduced ER client proteins and are themselves reduced in this terminal step of disulfide relay (Ellgaard and Ruddock, 2005; Hatahet and Ruddock, 2009). Upstream in this relay the ER is endowed with enzymes of the ER oxidoreducin 1 (ERO1) family (Margittai and Sitia, 2011; Sevier and Kaiser, 2008; Tu and Weissman, 2004) and, in higher eukaryotes, with a peroxiredoxin (PRDX4) (Tavender et al., 2008; Zito et al., 2010b) that couples the reoxidation of PDI thiols to the reduction of nonthiol electron acceptors, such as molecular oxygen or hydrogen peroxide.

The cellular function of the ER oxidases has been studied most extensively in yeast, where deletion of the single *ERO1* gene results in death due to failure of oxidative protein folding (Frand and Kaiser, 1998; Pollard et al., 1998). Mammals have two ERO1 isoforms, ERO1α and ERO1β (encoded by the *Ero1l* and *Ero1lb* genes in mice) (Cabibbo et al., 2000; Pagani et al., 2000), and thiol oxidation is further backed up by PRDX4 (Tavender and Bulleid, 2010; Zito et al., 2010b). Loss-of-function mutations in mammalian ERO1 genes result in rather subtle phenotypes. Mice lacking ERO1β develop a mild nonprogressive pancreatic β cell dysfunction with glucose intolerance, and mice lacking ERO1α have an abnormal cardiac response to adrenergic stimulation (Chin et al., 2011; Zito et al., 2010a). *Prdx4* null mice have a subtle defect in spermatogenesis but no reported defect in metabolism of ER proteins (Iuchi et al., 2009).

The aforementioned relatively minor phenotypes correlate with the subtlety of the kinetic defect in disulfide bond formation in the ERO1-compromised mammals. Thus, it seemed reasonable to assume that the dramatically different outcome of interfering with ERO1 function in yeast and mammals reflects the existence of redundant mechanisms for thiol oxidation in the latter and that a sufficiently severe kinetic defect in the ER disulfide relay would register first and foremost as a failure of oxidative protein folding in mammals too. This simple assumption is supported by the dramatic increase in ER unfolded protein stress signaling in mammalian cells treated with agents, like dithiothreitol (DTT), that reduce disulfide bonds (Brostrom et al., 1995).

Multiple mechanisms have been proposed to account for the apparent redundancy of pathways to disulfide bond formation in mammals. These include other ER thiol oxidases (Nguyen et al., 2011; Thorpe and Kodali, 2010) and nonenzymatic processes (Ruddock, 2012). The latter result in the production of chemical species not normally elaborated during the PDI-mediated disulfide relay initiated by the enzymatic thiol oxidases. This brings up an interesting theoretical point: the kinetic-dominated view of ER thiol chemistry emphasizes the rate at which disulfides form between protein thiols and has focused on the destabilizing effect of delays in this process on protein folding. However, kinetic defects in the enzymatically mediated disulfide relay are also predicted to predispose the expanded pool of free ER protein thiols to competing nonenzymatic oxidation and thus promote an expanded repertoire of chemical species, beyond thiols and disulfides.

One pathway for such nonenzymatic oxidation entails the formation of sulfenic acid by the direct reaction of cysteine thiols with H_2_O_2_. This outcome would be favored by elimination of enzymes, like PRDX4, that scavenge H_2_O_2_ in the ER (Poole et al., 2011). A sulfenic acid may interact with a free thiol, forming a disulfide and bypassing the protein-based disulfide relay (Rehder and Borges, 2011). But sulfenic acid also has the potential to interact with other electron donors. For example, ascorbic acid can reduce protein sulfenic acids back to a free thiol, as has been shown to occur in the active site of one-cysteine peroxiredoxin (Monteiro et al., 2007). During the process, ascorbic acid is converted to dehydroascorbate, which is chemically unstable. Thus, theoretical considerations suggest that altered kinetics of disulfide bond formation may affect aspects of ER function beyond the rate of oxidative protein folding, leading, for example, to depletion of lumenal ascorbic acid content.

Here we report on the characterization of mice with impaired activity of the enzymes ERO1 and PRDX4 that initiate the disulfide relay. Our observations point to an unanticipated defect in intracellular ascorbic acid metabolism that culminates in a scorbutic extracellular matrix.

## Results

### Disulfide Bond Formation Proceeds in T^M^ Cells Lacking Three ER Thiol Oxidases

To examine the consequences of combined deficiency of both mammalian ERO1 enzymes and PRDX4, we mated female mice heterozygous for the previously described *Ero1l* mutant allele, *Ero1l*^*Gt(XST171)Byg*^ (referred to here as *Ero1α*^*m*^) (Chin et al., 2011), homozygous for the previously described *Ero1lb* mutant allele, *Ero1lb*^*Gt(P077G11)Wrst*^ (referred to here as *Ero1β*^*m*^) (Zito et al., 2010a) and heterozygous for the previously described X-linked *Prdx4* null allele, *Prdx4*^*tm1Jufu*^ (referred to here as *Prdx4*^*m*^) (Iuchi et al., 2009), to male *Ero1α*^*m/m*^*; Ero1β*^*m/m*^ mice (referred to here as double mutant, D^M^ mice). Previously we had observed that D^M^ mouse embryonic fibroblasts (MEFs) were intolerant of compromised *Prdx4* expression, reflected in the severe relative fitness cost associated with acquisition of shRNA lentiviruses targeting the *Prdx4* gene in the D^M^ background compared with the wild-type background (Zito et al., 2010b). These observations, reflecting a genetic redundancy in the function of ERO1 and PRDX4 in MEFs, led us to expect a severe early embryonic phenotype of *Ero1α*^*m/m*^; *Ero1β*^*m/m*^; *Prdx4*^*m/y*^ triple mutant (T^M^) individuals, due to failure of oxidative protein folding. Surprisingly, however, rare individuals with the triple mutant genotype were recovered, albeit with lower frequency than that predicted by Mendelian transmission of the mutant alleles (Table 1).

To assess the impact of the triple mutant genotype on rate of disulfide bond formation in the ER of secretory cells, we prepared lipopolysaccharide stimulated splenocytes (so-called LPS blasts) from T^M^, D^M^, and wild-type animals and compared the rate at which disulfide bonds recovered in the cell-associated pool of immunoglobulin M (IgM) following a pulse of the reducing agent DTT. While a subtle kinetic delay was evident in both mutant samples (and was slightly more conspicuous in the T^M^ compared with the D^M^ cells), this experiment showed that disulfide bond formation proceeded rapidly even in cells deficient in all three ER thiol oxidases, ERO1α, ERO1β, and PRDX4 (Figures 1A and 1B).

Despite the subtlety of the kinetic delay in disulfide bond reformation, defective ER function was clearly evident in both D^M^ and T^M^ cells. The fraction of cell-associated IgM recovered in high-molecular-weight SDS-insoluble complexes (Marciniak et al., 2004) was 5- and 7-fold greater in the D^M^ and T^M^ cells compared to the wild-type (Figure 1C).

ERO1β is highly enriched in pancreatic β cells, and its dysfunction compromises insulin secretion. Previously, we observed that the mild diabetic phenotype of the *Ero1β*^*m/m*^ mice is unaffected by further compromise of *Ero1α* (Zito et al., 2010a), and here we noted that it is only minimally worse in compound *Ero1β*^*m/m*^; *Prdx4*^*m/y*^ mice (see Figure S1 online). These observations further attest to the redundancy in pathways to disulfide bond formation and presented two interesting questions: What is the basis of the redundancy of the ERO1s and PRDX4 as upstream thiol oxidases? And, given the subtlety of the kinetic defect in disulfide formation, what accounts for the strong fitness cost of the T^M^ genotype? This study is focused on the latter question.

### Defective Connective Tissue in Mice Lacking ER Thiol Oxidases

T^M^ animals had a conspicuous phenotype: they were less than 70% in weight of their littermates, failed to thrive, and their tails and ears were disproportionately small and misshapen and, in rare survivors, degenerated with time (Figure 2A). Closer scrutiny revealed that D^M^ animals, too, had thin tails and smaller ears, an invariable phenotype that was previously overlooked (Chin et al., 2011).

Histological analysis of the tail showed markedly less fibrous eosinophilic material in the dermis of the D^M^ and even less in the T^M^ mice. The presence of abnormal connective tissue fibers in the tissue of the mutants was confirmed by Masson’s Trichrome Blue staining. Electron microscopy showed dilated ER in fibroblasts in the mutant tissue and abnormally small, loosely packed, and disorganized fibrils, which were especially conspicuous in the T^M^ sample (Figure 2B). Levels of tissue 4-hydroxy proline (a measure of collagen content) were >40% lower in the D^M^ tail tissue compared to the control genotype (Figure 2C; we were unable to recover enough mutant animals to obtain meaningful measurements of this parameter in the T^M^ genotype).

The aforementioned observations indicated that the connective tissue of mice with compromised ER thiol oxidases was defective. To explore this problem, we turned to MEFs, a cell culture model for connective tissue. Immunoblot confirmed the presence of ERO1α and PRDX4 in the control population (ERO1β is not detectable in MEFs, Zito et al., 2010a) and their absence in the D^M^ and T^M^ populations. Levels of the ER chaperones BiP and GRP94 were only minimally elevated in the mutant cells, indicating comparable levels of unfolded protein stress in the ER of MEFs of the three genotypes (Figure 3A).

Despite the absence of markers of excessive ER stress, the T^M^ MEFs were distinguishable in appearance: they were larger and flatter than the control (or D^M^) MEFs, with conspicuously larger nuclei (Figure 3B). Fluorescence-activated cell scanning (FACS) following staining with the DNA-binding dye, propidium iodide, revealed a prominent population of T^M^ cells with abnormally high DNA content, with an apparent modal distribution consistent with 2N, 4N, and 8N cells (Figure 3C and Figure S2A).

### An Elevated TGF-β Signature and Impaired Procollagen Maturation in Cells Compromised in ER Thiol Oxidases

The abnormal cellular morphology and DNA content suggested the presence of a substantial fraction of senescent cells in the pool of T^M^ MEFs. To explore this further, we analyzed the profile of mRNAs expressed by MEFs of the three genotypes by gene expression microarrays. 

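Ero1a mRNA, which encodes the ER thiol oxidase ERO1α, was lower in both mutants than in WT MEFs. Its log2 level was 11.86 ± 0.020 in WT, 9.46 ± 0.052 in D M and 9.06 ± 0.076 in T M MEFs (mean ± SD, n = 3 arrays of each genotype, as for all levels below). Prdx4 mRNA, which encodes the ER peroxiredoxin PRDX4, was 10.56 ± 0.11 in WT and 10.68 ± 0.22 in D M MEFs and fell to 6.30 ± 0.41 in T M MEFs. The log2 fold change of Ero1a against WT was -2.40 in D M (adjusted p = 7.61e-12 from limma) and -2.80 in T M (adjusted p = 2.98e-12 from limma), and that of Prdx4 was 0.12 in D M (adjusted p = 0.622 from limma) and -4.26 in T M (adjusted p = 7.76e-10 from limma). Ero1b mRNA was 7.65 ± 0.11 in WT, 7.70 ± 0.023 in D M and 7.94 ± 0.081 in T M MEFs, with log2 fold changes of 0.055 and 0.29 and no call in either mutant. The probe set medians of the 9 arrays were 7.62 to 7.72, and the paper states that ERO1β is not detectable in MEFs. Whether the probes of these genes lie in the part of the transcript that each mutant allele alters is not given in the sources used here. Among 7 sex chromosome genes, Xist, the RNA of the inactive X chromosome, was 5.70 ± 0.053 in WT, 12.56 ± 0.068 in D M and 5.72 ± 0.099 in T M MEFs. The Y-linked genes Eif2s3y, Uty and Kdm5d had log2 fold changes of -2.01, -1.74 and -1.49 in D M MEFs, and no sex chromosome gene was called in T M MEFs. Hox genes also differed between the genotypes, with 15 of the 37 measured called in D M and 22 in T M MEFs against WT. Of 15 epithelial and keratinocyte markers 5 rose in D M MEFs, Krt18 by 2.69.

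**Figure D1:**
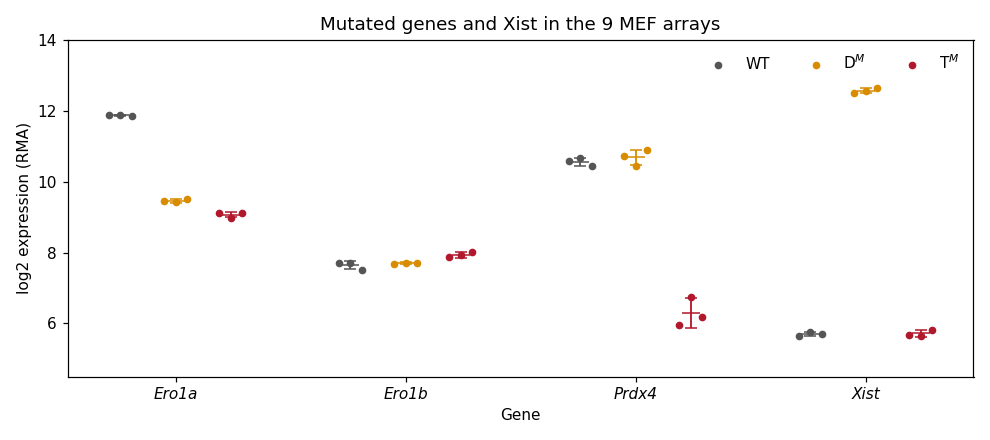
Log2 expression of Ero1a, Ero1b, Prdx4 and Xist in WT (grey), D M (orange) and T M (red) MEFs. Points are single arrays, horizontal marks are means and error bars are SDs (n = 3 arrays of each genotype). Ero1a lies near 12 in WT and near 9 in both mutants, Prdx4 is low in T M MEFs and Xist is high in D M MEFs.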

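RNA of the 3 genotypes was hybridised to Affymetrix Gene ST arrays, with 3 arrays of each genotype. The sample labels describe the cells as MEFs transformed with T antigen, while the paper's methods name primary MEFs for Figure 3 and immortalized MEFs for later figures and do not say which were put on the arrays. The labels and the microarray methods call the reference genotype wild type, while the methods on MEF isolation give the control as Ero1α m/+, Ero1β m/m and Prdx4 +/+. The authors' deposited values are RMA values on the log2 scale for 35556 probe sets, with background correction, normalization between arrays and summary per probe set already done. From these, the brightest probe set of each gene was kept, which left 19938 genes, and all 9 arrays were fitted in 1 limma model. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a change over 1.5-fold. Arrays of 1 genotype correlated at r = 0.994 to 0.997 across probe sets, and arrays of different genotypes at 0.976 to 0.984. Neither the labels nor the paper says that the 3 arrays of a genotype came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The number of arrays limits the precision, and in 754 genes all 3 arrays of a genotype hold 1 identical value, so that the spread of such a gene is understated.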

Pathway analysis revealed hyperactivity of the interconnected transforming growth factor β (TGF-β), and the P38 mitogen-activated protein kinase (P38 MAPK) pathways in the D^M^ and T^M^ cells (Figures S2B–S2E). 

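Of the 8 genes that Figure S2B lists under TGF-β, 7 were higher than in WT MEFs in both D M and T M, and of the 6 measured genes it lists under P38 MAPK, 5 were higher in both. The study chose these lists on the same arrays, so their counts are not independent evidence of a direction, and a test of them against WT is fixed by that choice. Of 28 genes that TGF-β induces in fibroblasts, a list chosen without reference to the study's own, 10 rose and 2 fell in T M MEFs, while 4 rose and 6 fell in D M MEFs. Postn, which encodes the matrix protein periostin, rose by 2.20 on the log2 scale in D M and 3.20 in T M, and the latent TGF-β binding protein gene Ltbp2 by 1.14 and 2.24. The contractile genes Cnn1 and Actg2 rose by 3.47 and 3.09 in T M MEFs, Actg2 with a log2 fold change of -0.89 in D M. In D M MEFs the hyaluronan synthase gene Has2 had a log2 fold change of -2.14 and the myosin light chain gene Myl9 of -1.61, while Myl9 rose by 2.19 in T M. Compared directly, 10 of the 28 genes were higher and 3 lower in T M than in D M MEFs, among them Actg2, higher by 3.98. Beside this, 6 of 14 smooth muscle and pericyte markers, 3 of which are also among the 28 genes, were higher in T M than in WT MEFs, with Cspg4 at 1.80.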

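Genes of BMP signalling and of the pathways' own components were listed as well. Of 16 genes induced by BMP, 10 rose and none fell in T M MEFs, and 5 rose and 2 fell in D M MEFs, while 1 fell in T M with median centring or quantile normalization, tried after seeing the data. Atoh8, a transcription factor gene, rose by 2.54 and 3.08 in D M and T M, Id4, an inhibitor of basic helix-loop-helix factors, by 2.89 in T M, and the BMP antagonist gene Grem1 fell by 2.67 in D M. Of 40 TGF-β and BMP ligands, receptors and SMADs, 10 rose and 3 fell in D M, and 10 rose and 2 fell in T M. Inhba, the activin βA subunit gene, fell by 1.48 in D M MEFs. Of 30 components of the P38 MAPK pathway, 3 rose and 4 fell in D M, and 4 rose and 2 fell in T M. Dusp4 and Dusp1, which encode MAPK phosphatases, changed by 1.52 and -1.19 in D M, and Mapk13, which encodes P38δ, rose by 1.64 in T M. Each of these counts was the same when adjusted over the list alone. With the 1.5-fold limit kept, each count of 0 from limma on the deposited scale was also 0 at an unadjusted p under 0.05. The same held with a Student's t-test.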

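Sets were tested against all other genes (limma's camera, preset correlation, adjusted over all lists and comparisons). The TGF-β induced genes were higher in T M than in WT (adjusted p = 9.36e-06) and than in D M (adjusted p = 3.1e-06). The BMP induced genes (adjusted p = 1.02e-09) and the ligands, receptors and SMADs (adjusted p = 0.000424) were higher in T M than in WT. These calls held with an estimated correlation. Of the 8 TGF-β genes of Figure S2B, 6 are among the ligands, receptors and SMADs and 2 among the BMP induced genes. The tests of both lists are therefore not independent of the study's choice of genes. The BMP induced genes were also higher in T M than in D M (adjusted p = 1.94e-08), a call lost with an estimated correlation (adjusted p = 0.0559). In D M against WT the TGF-β induced genes (adjusted p = 0.348), the BMP induced genes (adjusted p = 0.411), the ligands, receptors and SMADs (adjusted p = 0.0616) and the P38 MAPK components (adjusted p = 0.376) did not pass. With other scalings, chosen after seeing the data, the ligands, receptors and SMADs passed as higher in D M, at adjusted p = 0.034 with median centring, 0.0218 with quantile normalization and 0.0185 with cyclic loess. The P38 MAPK components did not pass in T M against WT (adjusted p = 0.348). They were higher in T M than in D M (adjusted p = 0.0254), a call lost with an estimated correlation (adjusted p = 0.453), with quantile normalization (adjusted p = 0.0572) and with cyclic loess (adjusted p = 0.101). The smooth muscle and pericyte markers were higher in T M than in WT (adjusted p = 4.37e-05), with adjusted p = 0.0666 with an estimated correlation. They were also higher in T M than in D M (adjusted p = 0.000278), with adjusted p = 0.0918 with an estimated correlation. The paper lists the genes annotated to these pathways among those over 1.5-fold higher in both mutants, and names Ingenuity Pathway Analysis for its pathway analyses. It states that the TGF-β and P38 MAPK pathways were hyperactive in D M and T M cells. For this it also cites RT-qPCR and an immunoblot of phosphorylated P38 in Figure S2. The mRNA levels of pathway components do not measure P38 phosphorylation, so the tests here do not address that immunoblot.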

Importantly, a subset of these target genes were also elevated in mRNA samples procured from the skin of D^M^ mice (Figure 3D).

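Il6 mRNA, which encodes the cytokine IL-6, had a log2 level of 5.84 ± 0.37 in WT, 7.29 ± 0.23 in D M and 11.06 ± 0.12 in T M MEFs, the WT level lying below the median of each array. Of 41 cytokines and proteases of the senescence secretome, 16 rose and 8 fell in D M MEFs, and 17 rose and 5 fell in T M MEFs. The chemokine gene Ccl20 rose by 2.58 and 3.07 on the log2 scale in D M and T M, and Gas6, which encodes a ligand of TAM receptors, by 2.48 and 1.81. Cxcl12 rose by 2.60 and 1.72 and the EGF receptor ligand gene Ereg by 0.74 and 2.17, whereas the growth factor gene Hgf had log2 fold changes of -3.30 in D M and -1.64 in T M, where its 3 arrays hold 1 identical value. Of 22 P53 targets, 9 rose in D M, 12 rose in T M and none fell in either. Trp53inp1 rose by 2.52 and 2.74, the epoxide hydrolase gene Ephx1 by 2.12 and 2.09, and Ddit4l by 1.75 and 1.81. Of 53 cell cycle genes, 3 fell in D M, 6 fell in T M and none rose. With other scalings, tried for counts after seeing the data, 6 fell in D M with median centring and 1 with quantile normalization or cyclic loess. Ccnd1, which encodes cyclin D1, had log2 fold changes of -1.18 in D M and -0.81 in T M, and the transcription factor gene Mybl2 of -0.69 in T M. The median log2 fold change of the 53 genes was -0.14 in D M and -0.24 in T M. Of 13 cyclin-dependent kinase inhibitors and senescence markers, none rose and 3 fell in D M, and 1 rose and 3 fell in T M, while 1 rose in D M with quantile normalization or cyclic loess. Cdkn1c, which encodes the inhibitor P57, had log2 fold changes of -1.39 and -1.33, and Rb1, which encodes the retinoblastoma protein, rose by 0.98 in T M. The other falls were Hmga2 (-1.33) and Hmgb2 (-0.67) in D M, and Glb1 (-0.66) and Hmgb2 (-0.62) in T M. The list's median log2 fold change in D M was 0.065 and its mean -0.16. The list mixes kinase inhibitors with other markers, which need not share 1 direction in senescent cells. Its counts and tests therefore do not decide on senescence. Cdkn1a and Trp53 were not analysed here. The counts were the same when adjusted over the list alone. With the 1.5-fold limit kept, those of 0 from limma on the deposited scale were also 0 at an unadjusted p under 0.05. The same held with a Student's t-test.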

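By camera, the secretome genes were higher in T M (adjusted p = 2.4e-05) and did not pass in D M (adjusted p = 0.36). The P53 targets were higher in D M (adjusted p = 9.42e-05) and T M (adjusted p = 6.89e-11). The cell cycle genes were lower in D M (adjusted p = 5.33e-05) and T M (adjusted p = 7.75e-05). The mixed list of kinase inhibitors and senescence markers did not pass in D M (adjusted p = 0.649) or T M (adjusted p = 0.194). With an estimated correlation the P53 targets passed narrowly in T M (adjusted p = 0.0493), but not in D M (adjusted p = 0.163). Neither the secretome in T M (adjusted p = 0.0622) nor the cell cycle genes in D M (adjusted p = 0.224) and T M (adjusted p = 0.231) passed with it. The D M arrays differ from both others in Xist and Y-linked genes as well, and the labels describe the cells of all 9 arrays as T antigen-transformed.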

The elevated TGF-β signature, with an attendant increase in IL-6 and P38 MAPK activity, nicely explains the growth-inhibited (Assoian and Sporn, 1986) and senescent phenotype (Rodier and Campisi, 2011) of the mutant cells. As altered TGF-β signaling often accompanies defects in the extracellular matrix (Ramirez and Rifkin, 2009), and as such defects were evident in the mutant mice (Figure 2B), we turned our attention to collagen, a major extracellular matrix protein produced by MEFs.

Type I collagen, the abundant species made by MEFs, is synthesized as a precursor, procollagen. The precursor is modified cotranslationally by lumenal proline and lysine hydroxylases, and later trimer-stabilizing disulfide bonds form between the C-terminal propieces. The procollagen trimer traffics rapidly from the ER and is efficiently processed to mature collagen in post-ER compartments (Lamande and Bateman, 1999). Therefore wild-type MEFs have low levels of procollagen. Exposure to brefeldin A (BFA), which interferes with ER trafficking, traps procollagen in the ER and increases its steady-state levels (Figure 4A, lanes 1–4). Both D^M^ and T^M^ MEFs have abnormally elevated steady-state levels of procollagen (Figure 4A). These observations point to a defect in procollagen maturation in the mutant cells.

To explore the disulfide bonds in procollagen, wild-type and T^M^ MEFS were treated with BFA to trap procollagen in their ER. Free thiols were quenched with N-ethyl maleimide (NEM), and proteins were precipitated with trichloroacetate (TCA). Following removal of the NEM from the pellet, disulfide bonds were reduced with phosphine and the newly exposed free thiols alkylated with NEM conjugated to polyethylene glycol, resulting in a size shift of the protein’s mobility on SDS-PAGE that is proportional to number of disulfides that had been present before reduction. The large mass of procollagen precluded a precise count of such disulfides, but the similar size shift in procollagen argued against a conspicuous defect in disulfide bonding in the T^M^ MEFS (Figure 4B). Moreover, comparison of the rate of disulfide bond formation in the ER of wild-type and T^M^ MEFs, by tracking the recovery, following a reducing pulse of DTT, of a higher mobility, oxidized PDI isoform (recognized on nonreducing immunoblots by the SPA-891 antibody from Stressgen, Chin et al., 2011) shows that, like the T^M^ lipopolysaccharide blasts, the T^M^ fibroblasts had merely a subtle delay in disulfide bond reformation on this sentinel PDI (Figures 4C and 4D). These findings argued against a major kinetic defect in disulfide bond formation that could explain the retention of procollagen in the mutant cells.

As slow oxidative folding seemed inadequate to account for procollagen accumulation in the ER of mutant MEFs, we sought alternative explanations. A clue was provided by the observation that supplementing the growth media of the mutant cells with ascorbic acid partially reverses the retention of procollagen (Figure 4E).

### An Ascorbate-Responsive Defect in Proline 4 Hydroxylation in Cells Lacking ER Thiol Oxidases

Ascorbic acid maintains the activity of ER-localized proline 4-hydroxylases. Failure of proline 4 hydroxylation blocks procollagen secretion and leads to its retention in the ER (Juva et al., 1966). To determine if the procollagen retained in the ER of the mutant cells had abnormally low levels of 4-hydroxyproline, we used BFA to trap procollagen in the ER of MEFs of all three genotypes and assayed the cellular content of 4-hydroxyproline by hydrolysing proteins to amino acids and converting 4-hydroxyproline to a pyrrole by sequential oxidation and decarboxylation, in a colorigenic reaction (Prockop and Udenfriend, 1960). To validate this approach to trapping procollagen in wild-type cells, we confirmed that the 4-hydroxyproline content of wild-type MEFs increased following BFA treatment (Figure S3A). Procollagen 4-hydroxyproline content was 3-fold higher in the BFA-treated wild-type MEFs compared to the D^M^ and 6-fold higher than in the T^M^ cells (Figure 5A).

Proline 4-hydroxylation is a cotranslation process that precedes the formation of critical interchain disulfides (Wilson et al., 1998). Therefore, the defect observed in the mutant cells was not readily explained by slower rates of disulfide bond formation in collagen, leading us to consider alternative explanations. Adequate levels of ascorbic acid are required to maintain the catalytic iron atom of proline 4-hydroxylases in the active +2 redox state (Peterkofsky and Udenfriend, 1965). Failure of this enzyme-preserving process results in scurvy, a disease characterized by impaired secretion of extracellular matrix proteins (Wolbach and Bessey, 1942). Interestingly, addition of ascorbic acid to the culture media resulted in a 2-fold increase in 4-hydroxyproline content of procollagen trapped by BFA in the T^M^ cells (Figure 5A) and commensurate lower steady-state levels of procollagen in untreated mutant cells (Figure 4E).

The responsiveness of mutant cells to supplementation suggested a functional deficiency in ascorbate. This defect correlated with 1.6-fold lower ascorbate content in the tissue of the D^M^ mice (3.75 ± 0.2 μg ascorbate/100 mg tissue) compared with littermate controls (6.04 ± 1.1 μg ascorbate/100 mg tissue) (Figure 5B). The lower tissue content of ascorbate in the mutant is consistent with the defect in proline 4-hydroxylation and suggests that ascorbate may be preferentially depleted from the mutant cells.

Ascorbic acid can react with cysteinyl sulfenic acid side chains. The resulting transfer of two electrons converts ascorbate to an unstable oxidized derivative, dehydroascorbate (which is rapidly hydrolysed to 2,3 diketo l-gulonate), and reduces the sulfenic acid, regenerating the free thiol (Monteiro et al., 2007). Therefore, elevated levels of sulfenylated cysteines could accelerate the clearance of ascorbate from the mutant cell’s ER and contribute to the defect in collagen biogenesis. To compare the burden of sulfenylated proteins in MEFs of divergent genotypes, we exposed cells and lysates to dimedone, a chemical that selectively modifies sulfenylated cysteines, and detected the dimedone-modified proteins by immunoblot with an antibody to the chemically modified group (Seo and Carroll, 2009). In absence of dimedone, the antibody gave a weak background signal (Figure 6A, lane 1), and the dimedone-dependent signal was effaced by incubating cells with DTT, a direct reductant of sulfenic acid (Figure S4). Importantly, the sulfenic acid signal was notably higher in the D^M^ and T^M^ cells (Figure 6A, lanes 3 and 4) and was enriched in the ER-containing membrane fraction (Figure 6B). The quantity of sulfenylated proteins detected by dimedone modification decreased following exposure to ascorbate (Figure 6A, lane 5), an observation consistent with a role for ascorbate as a reductant of sulfenylated proteins.

An elevated ratio of oxidized to total glutathione has been previously noted in the D^M^ MEFs (Appenzeller-Herzog et al., 2010) and in HepG2 cells subjected to ERO1 and PRDX4 inactivation by shRNA (Rutkevich and Williams, 2012). These findings were confirmed in the D^M^ and T^M^ MEFs (Figure 6C), suggesting that lower levels of a competing reductant (reduced glutathione) may contribute to sulfenylated protein-mediated oxidation of ascorbate.

To directly measure the potential of sulfenylated proteins to serve as ascorbate oxidants, we compared the rate of decay of ascorbate in an in vitro reaction consisting of glucose and glucose oxidase (a source of H_2_O_2_ which serves as an ultimate electron acceptor) alone:

$$H_{2}O_{2}+Ascorbate\to H_{2}O+Dehydroascorbate$$

or in the presence of papain, an enzyme whose active site thiol is rapidly oxidized to a sulfenic acid in the presence of H_2_O_2_ (Klomsiri et al., 2010; Sluyterman, 1967):

$$\begin{array}{l} H_{2}O_{2}+papain^{SH}\to H_{2}O+papain^{SOH}\\ papain^{SOH}+Ascorbate\to papain^{SH}+Dehydroascorbate. \end{array}$$

To control for nonspecific effects of papain on the rate of ascorbate oxidation, the active site cysteine was blocked by dimedone (after its conversion to a sulfenic acid) or by NEM (after its reduction to a thiol) (Figure 6D).

In the papain-catalyzed coupled reaction, the absorbance signal from ascorbate declined more rapidly than in the uncatalyzed reaction. This acceleration by papain was dependent on the integrity of papain’s free thiol, as blocking the reduced thiol with NEM or the oxidized (sulfenylated) cysteine with dimedone (Figure 6D) abolished the papain-mediated acceleration of ascorbate depletion (Figure 6E).

Papain-mediated acceleration of ascorbate oxidation was evident at papain:ascorbate molar ratios as low as 1:500 and increased with increased papain concentration (Figure 6F), demonstrating that papain is working catalytically in this reaction. Unfortunately, impurities in the papain preparation that inhibited the reaction at protein concentrations greater than 1 μM precluded detailed study of the reaction kinetics. Nonetheless, these observations showcase the potential for sulfenic acid to deplete ascorbate while leaving open the question of the impact of competing reductants in the ER. The higher levels of sulfenylated proteins in the mutant cells, which decreased upon ascorbate treatment, together with the in vitro demonstration of accelerated ascorbate oxidation by a protein sulfenic acid, suggest a mechanism for ascorbate depletion in the mutant cells.

## Discussion

This study confirmed in mice observations made earlier in cultured cells on the redundancy between the ERO1 enzymes (ERO1α and ERO1β) and PRDX4 in initiating a disulfide relay in the ER of mammals. However, contrary to expectation, the kinetic defect in oxidative protein folding induced by mutation in these three upstream ER thiol oxidases was rather modest. Instead, the phenotype of the mutant mice and the biochemical characterization of their cells and tissues revealed an unanticipated consequence of altered ER thiol redox kinetics on intracellular ascorbate metabolism.

Free cysteine thiols that are not converted quickly enough to disulfides are exposed to an alternative fate: oxidation to sulfenic acid. Reduction of the excess cysteinyl-sulfenic acid side chains back to the free thiol converts ascorbate to an unstable oxidized derivative. The subtle kinetic defect in disulfide bond formation depletes the mutant ER of an essential factor (vitamin C), promoting an unconventional form of scurvy with profound defects in the extracellular matrix. This study therefore provides a remarkable example of the emerging links between altered ER protein metabolism and intermediary metabolism.

ERO1 and PRDX4 are biochemically distinct enzymes, but they have in common the ability to initiate a disulfide relay in the ER (Tavender and Bulleid, 2010; Zito et al., 2010b). *Prdx4* mutant mice and single gene defects in the *Ero1* isoforms have no evident abnormality in the extracellular matrix. The defect is first apparent in the compound *Ero1α*^*m/m*^*; Ero1β*^*m/m*^ D^M^ mice and is dramatic in triply compromised *Ero1α*^*m/m*^*; Ero1β*^*m/m*^*; Prdx4*^*m/y*^ T^M^ mice, providing formal genetic evidence that the three ER thiol oxidases have partially redundant roles. The progressive compromise of the extracellular matrix with compounding of mutations is mirrored by the progressive retention of procollagen and in the progressive increase in levels of cysteinyl-sulfenic acid in mutant cultured fibroblasts. These genotype-phenotype correlations thus argue that a kinetic defect in disulfide bond formation, common to the three mutations, underlies the aforementioned abnormalities in ER function.

Disulfide formation and oxidation to sulfenic acid are alternative fates of cysteinyl thiols in the ER lumen. The combined defect in disulfide relay and in the conversion of H_2_O_2_ (to water and a disulfide) synergistically biases the competition in favor of cysteinyl thiols in the T^M^ cells and readily explains the strong dimedone reactivity of protein samples from T^M^ cells. However, the accumulation of cysteinyl thiols in the D^M^ cells (which have no known defect in ER peroxidase activity) and the absence of such a defect in the PRDX4 mutant cells, which lack a peroxidase, suggest that merely a kinetic delay in disulfide formation is sufficient to expose free thiols to this alternative fate.

The transfer of two electrons from a free thiol to peroxide produces cysteinyl sulfenic acid. ERO1 generates H_2_O_2_ in course of disulfide bond formation (Gross et al., 2006). However, both the previously noted redundancy of ERO1 and PRDX4 (Zito et al., 2010b; Rutkevich and Williams, 2012) and the abundance of cysteinyl sulfenic acid in the ER of D^M^ cells, noted here, exonerate ERO1 as a major contributor to ER peroxide content in mammals; alternative sources, such as mitochondrial respiration and ER-localized NADPH oxidase(s), may dominate the production of peroxide.

Formation of cysteinyl sulfenic acid on one thiol followed by its resolution by a second thiol creates a disulfide (and a water molecule). In the presence of reduced PDI, the disulfide can isomerise to a correctly placed protein disulfide, or it can be reduced back to the dithiol, initiating a PDI-mediated disulfide relay (Karala et al., 2009). However, both processes are slow, and the cysteinyl sulfenic acid, an intermediate in the pathway to disulfide bond formation, is subject to alternative fates. Our observations suggest that by providing an efficient cysteinyl sulfenic acid-independent route to disulfide bond formation, the ERO1- and PRDX4-initiated disulfide relay pre-empts this alternative. Thus, the ER of the mutant cells is not paradoxically hyperoxidizing but rather coherently misoxidizing.

Ascorbate is the active ingredient in vitamin C, whose absence from the diet results in human scurvy. Mice are able to synthesize ascorbate in their liver and thus do not require a dietary source of the vitamin. Ascorbate is taken up by cells, most likely as dehydroascorbate, which is rapidly converted back to ascorbate in the reducing environment of the cytosol (Linster and Van Schaftingen, 2007). It is unclear how the active vitamin (ascorbate) makes its way into the ER lumen to exert its antiscorbutic effect. But our findings argue that, once in the ER, ascorbate can reduce cysteinyl-sulfenic acid side chains of ER proteins. The two electrons transferred in this process oxidize ascorbate to dehydroascorbate (Monteiro et al., 2007). The dehydroascorbate could, in theory, reoxidize thiols to disulfides, contributing to the ER disulfide relay, but this process is too slow for effective recycling back to ascorbate (Saaranen et al., 2010). In plants, reduced glutathione can be utilized to enzymatically generate ascorbate from dehydroascorbate, in the first step of the Halliwell-Asada cycle (reviewed in Noctor and Foyer, 1998). However, it is unclear if such enzymatic activity is conserved in animal cells and, if so, whether it is present in the ER. Thus the pool of reduced GSH may well be kinetically isolated from dehydroascorbate produced in the ER and the competing nonenzymatic process, whereby dehydroascorbate hydrolyzed to 2,3-diketo-l-gulonate (2,3-DKG) likely predominates (Bode et al., 1990). Unlike dehydroascorbate, which has some antiscorbutic activity (because it can be reduced to ascorbate), 2,3-DKG is a dead-end product, and its formation is a net loss of vitamin C.

The cysteinyl-sulfenic acid-driven consumption of ER ascorbate proposed above parallels a similar accelerated depletion of ascorbate reported in cells exposed to Ni^+2^ or Co^+2^ (Salnikow et al., 2004). The parallels extend further, as heavy-metal-mediated ascorbate depletion occurs against a background of high concentration of reduced glutathione and also culminates in the inactivation of the cytoplasmic proline 4 hydroxylases, the PHD enzymes charged with oxygen sensing (Kaczmarek et al., 2007). While our experiments outline the feasibility of direct depletion of ascorbate by excessive cysteinyl-sulfenic acid side chains of ER client proteins, we cannot exclude the contribution of other radicals generated in the mutant cells. Furthermore, abnormally high oxidized to reduced glutathione ratios have been recently noted in cells compromised in ERO1 (Appenzeller-Herzog et al., 2010; Rutkevich and Williams, 2012) and were confirmed here and suggest that depletion of reduced glutathione might favor a situation whereby nascent proteins, oxidized to sulfenic species, selectively exploit ascorbate as their reductant in the mutant cells. This issue also affects the interpretation of the in vitro demonstration of cysteinyl-sulfenic acid-driven consumption of ascorbate (Figure 6E), which, because of the uncertainty surrounding the concentration of reduced glutathione in the ER, does not take into account the potential for a competing reduction pathway.

The defect in collagen biosynthesis and the abnormal extracellular collagen fibrils are associated with abnormalities of the skin of the ER oxidase-compromised mice, a conspicuous feature of which is an elevated TGF-β gene expression signature and elevated levels of the inflammatory cytokine IL-6. These observations are consistent with a role for the extracellular matrix in regulating TGF-β signaling (Ramirez and Rifkin, 2009). They are also consistent with the developing notion that altered TGF-β signaling may contribute to the pleiotrophy of primary genetic defects in extracellular matrix proteins (Lindsay and Dietz, 2011).

The chain of events linking perturbed ER redox to tissue level abnormalities in extracellular matrix was exposed here through targeted mutagenesis of ER thiol oxidases. However, ER stress, associated with delayed egress of client proteins from the ER and excessive oxidative stress (Malhotra et al., 2008), accompanies other pathophysiological states and is especially prominent in the context of the metabolic syndrome of obesity and cardiovascular disease (Hotamisligil, 2010). It is thus tempting to speculate on the possibility that intracellular ascorbate depletion by its reaction with cysteinyl sulfenic acid may starve some cells of vitamin C and thus contribute to altered secretion of extracellular proteins and tissue-level abnormalities in a range of disease states.

## Experimental Procedures

### Animal Experiments

Animal breeding and experiments were approved by the University of Cambridge Bioethics Committee.

### Analysis of Disulfides in Procollagen

MEFs were alkylated with NEM and lysed in 10% TCA. TCA pellets were washed and resuspended in 0.5 M Tris HCl (pH 7.5), 5% SDS. Some of the samples were reduced with TCEP (tris [2-carboxyethyl] phosphine hydrochloride) (Sigma) and free thiols alkylated with PEG-maleimide 2000 (SUNBRIGHT ME-020MA, NOF Europe). The proteins were resolved on a reducing SDS-PAGE.

### 4-Hydroxyproline Content

4-hydroxyproline content of cell or tissue acid hydrolysate was measured by the method of Prokop and Udenfriend (Prockop and Udenfriend, 1960) using the QuickZyme Total collagen assay kit (QuickZyme BioSciences, Netherlands) according to the manufacturer’s instructions.

### Detecting Protein Sulfenic Acids in Cultured Cells

Sulfenic acid-modified proteins were detected following the procedure of Seo and colleagues (Seo and Carroll, 2009). Briefly, cells were trypsinized, pelleted (200 × g at room temperature), and resuspended in low-protein media (1% FCS) containing 10 mM dimedone (Acros Organics) or DMSO (2.5% vol/vol) and incubated for 2 hr at 37°C, followed by lysis in an ice-cold dimedone- and catalase-containing buffer and incubated for 30 min on ice with frequent mixing. Sulfenic acid-modified proteins were detected by immunoblot using a rabbit serum reactive to sulphenic acid modified proteins (Millipore, catalog number AbS30).

Where indicated, MEFs were fractionated into a cytosolic and membrane fraction by digitonin permeabilization followed by cytoplasmic squeeze out (Shamu et al., 1999).

### Sulphenylated Protein-Mediated Decay of Ascorbic Acid In Vitro

Papain from Carica papaya (Sigma) was equilibrated to 100 mM sodium phosphate (pH 7.0) via PD-10 desalting column (GE Healthcare). To obtain dimedone-blocked papain, a solution of papain (50 μM in phosphate buffer) was exposed to H_2_O_2_ (50 μM) and dimedone (1 mM) for 30 min at room temperature and gel filtered again. To obtain NEM-blocked papain, papain was exposed ascorbate (100 μM) for 30 min followed by NEM (1 mM) and gel filtered again. Active or blocked papain (at concentrations of 0.2–0.8 μM) was combined with 100 μM of ascorbic acid in the presence of glucose (2.5 mM) and glucose oxidase (type II from *Aspergillus niger*, Sigma, 10 mU/ml) in the same phosphate buffer, and the decay of ascorbic acid was measured by monitoring the decline in absorbance at 265 nm.

### Ascorbic Acid and Glutathione Content

Skin from control and mutant animals was homogenized in 60% methanol containing 0.05% EDTA. The proteins and insoluble material were clarified by centrifugation. The supernatant was dried and ascorbic acid estimated with a colorimetric assay as described (Jagota and Dani, 1982).

Cellular levels of total and oxidized glutathione were measured fluorometrically using the DTNB glutathione reductase recycling assay as described previously (Griffith, 1980).

## Figures and Tables

**Figure 1:**
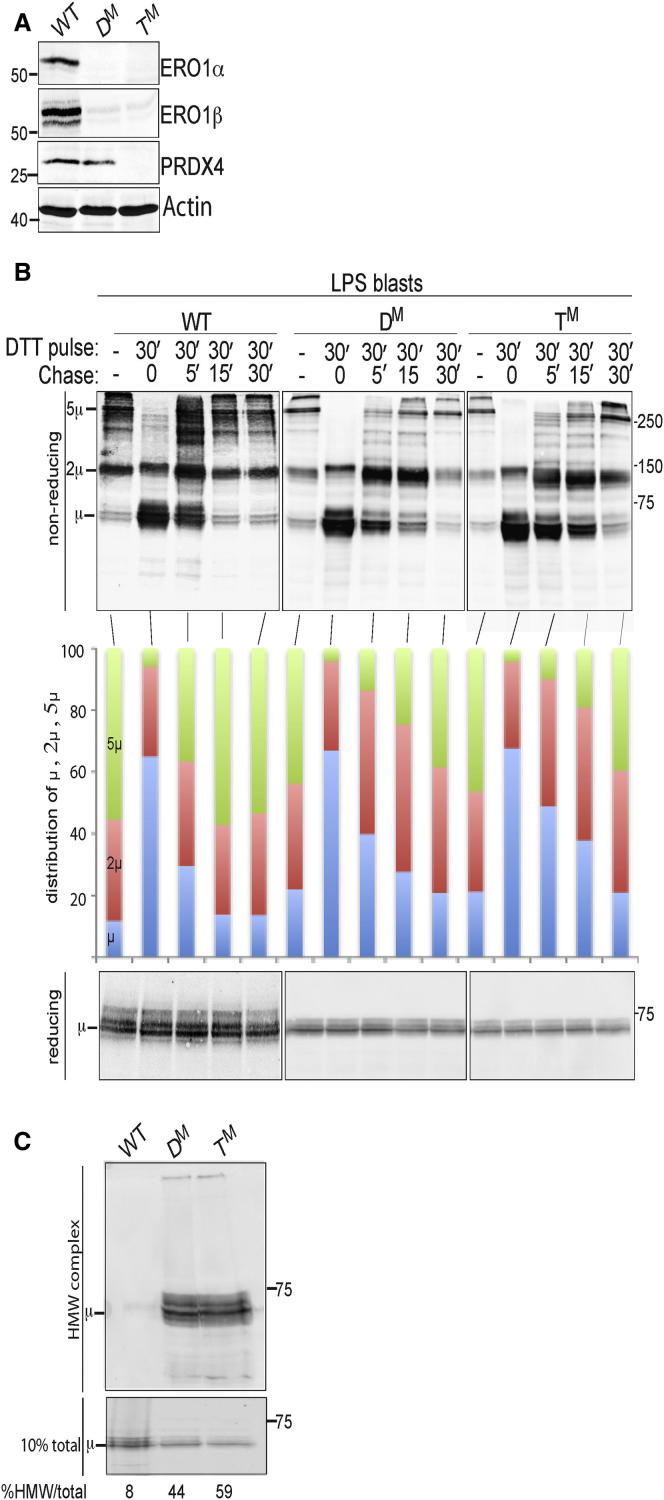
A Subtle Kinetic Defect in Disulfide Bond Formation in Mice Compromised in ERO1 and PRDX4 (A) Immunoblot of the indicated proteins in extracts of lipopolysaccharide-induced lymphoblasts produced from wild-type (WT), *Ero1α*^*m/m*^; *Ero1β*^*m/m*^ compound double mutant (D^M^), and *Ero1α*^*m/m*^; *Ero1β*^*m/m*^; *Prdx4*^*m/y*^ compound triple mutant (T^M^) mice. (B) Nonreducing and reducing immunoblot of IgM heavy chain extracted from lipopolysaccharide-induced lymphoblasts of the indicated genotypes. Where noted, the cells were exposed to a 30 min pulse of the reducing agent dithiothreitol (DTT, 10 mM) followed by a washout period. The migration of IgM monomers (μ), dimers (2μ), and pentamers (5μ) is noted, and their relative distribution in the various samples is depicted graphically in the central panel. Note that despite the minor kinetic defect, nearly all the reduced monomeric IgM is converted to oxidized higher-molecular-weight forms in the mutant cells over time. (C) Reducing immunoblot of insoluble high-molecular-weight complex (HMW) and total IgM heavy chain extracted from lipopolysaccharide-induced lymphoblasts of the indicated genotypes. The HMW complex (upper panel) was recovered as a pellet from the detergent lysates layered on a glycerol cushion, as previously described (Marciniak et al., 2004). The lower panel reports of the total content of IgM heavy chain in the sample and the relative content of insoluble HMW complex is noted below each lane.

**Figure 2:**
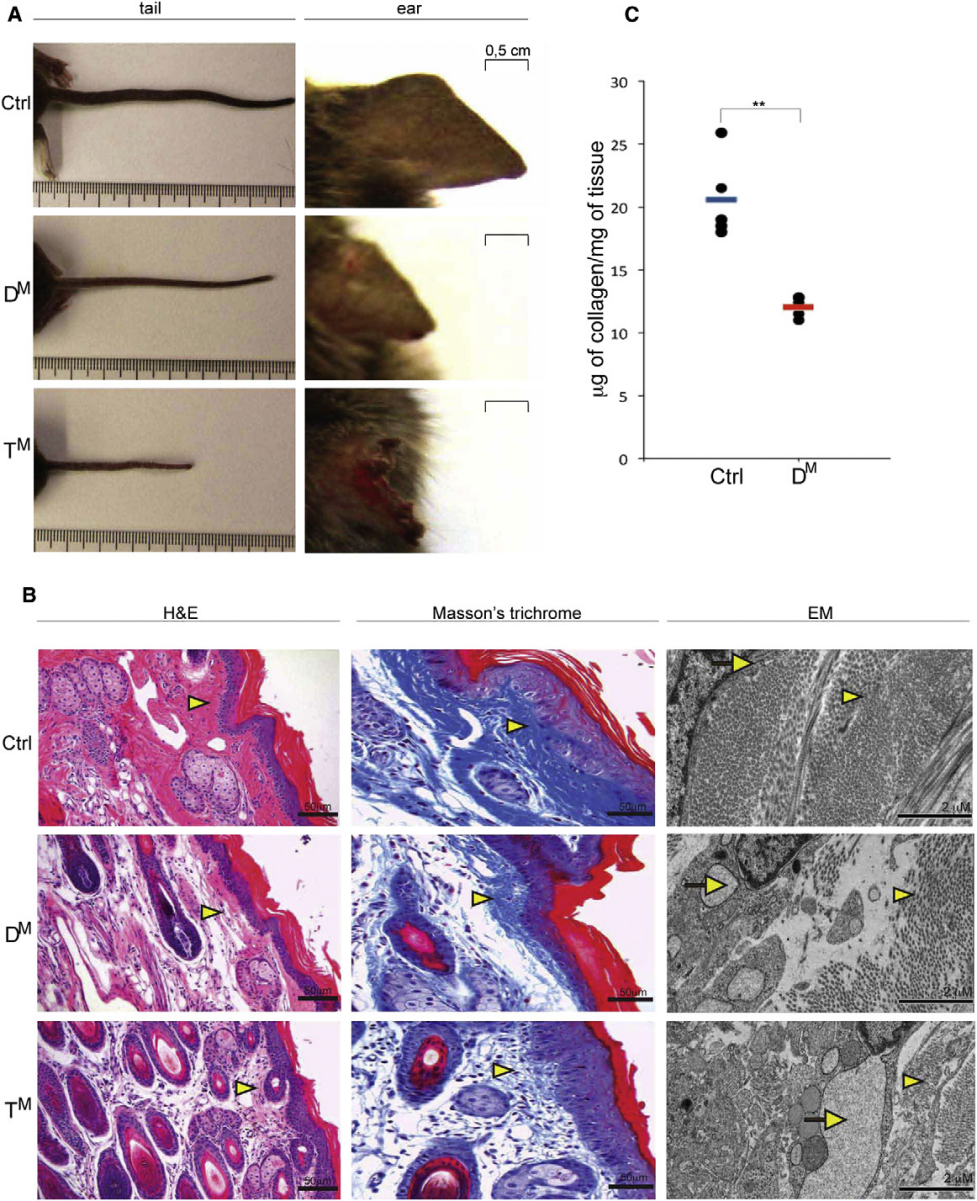
Abnormal Connective Tissue in the D^M^ and T^M^ Mice (A) Photomicrographs of the tails and ears of 8-week-old control (Ctrl, as defined in Table 1), D^M^, and T^M^ littermates. Note the thin and misshapen tail and degenerated pinna of the T^M^ and the abnormally thin but normally proportioned tail and smaller pinna of the D^M^ mice. (B) Hematoxylin and eosin (H&E)-stained, Masson’s Trichrome-stained paraffin embedded sections and electron micrographs (EM) of skin from tail of mice of the indicated genotype. Note the abnormally sparse connective tissue fibers in the dermis of the mutant samples (yellow arrowheads in the H&E- and Masson’s Trichrome-stained sections, more conspicuous in the T^M^ than the D^M^ sample) and the dilated ER (arrow) in tissue fibroblasts and abnormal connective tissue fibers (arrowhead) in the mutant EM samples. (C) Collagen mass (measured as 4-hydroxyproline content in an acid hydrolysate of skin, normalized to a standard mass of purified rat tail collagen) per tissue mass recovered from mice of the indicated genotypes. Shown are values obtained in individual samples and the mean of each group (n = 4, ^∗∗^p < 0.01).

**Figure 3:**
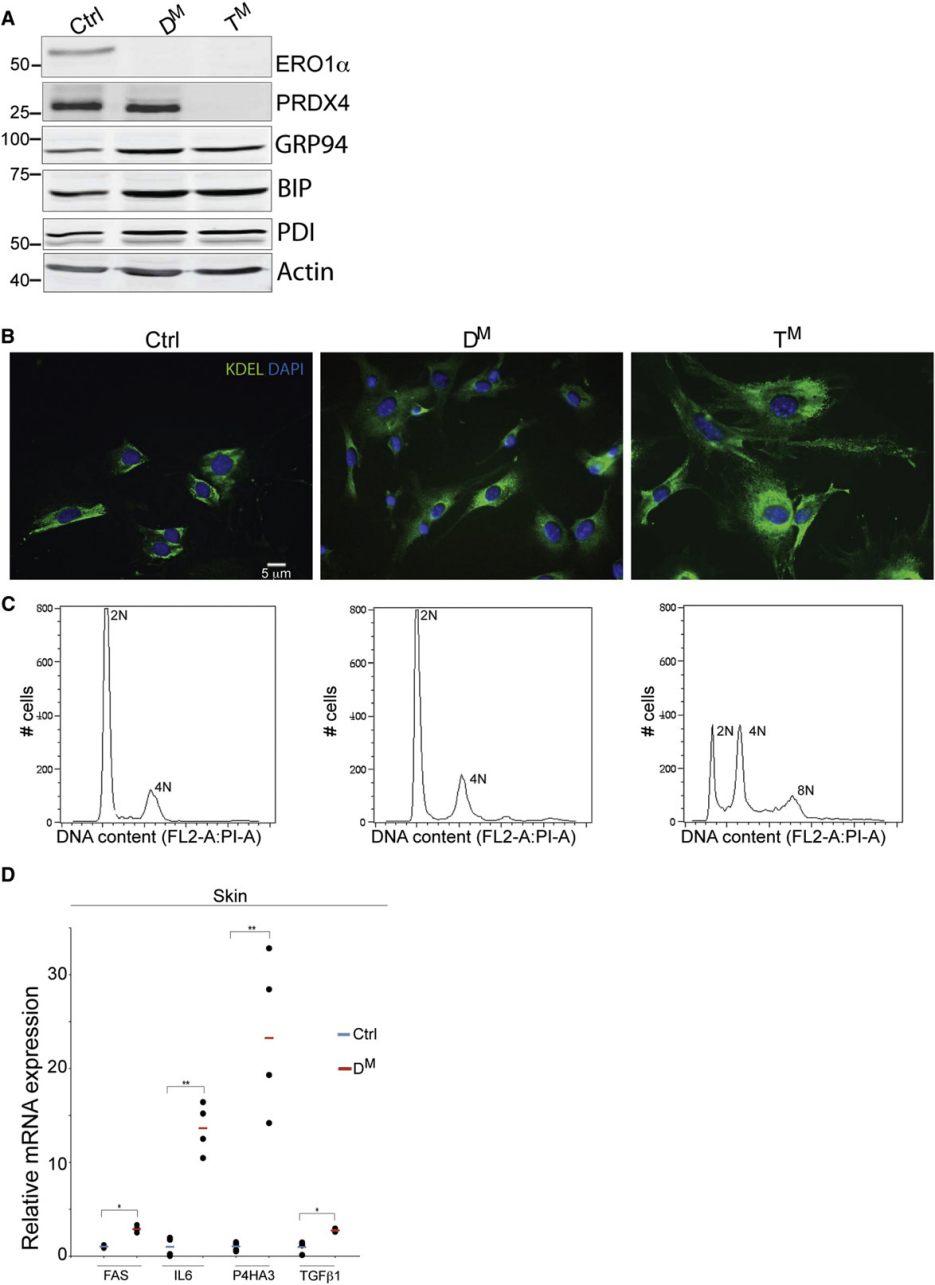
Elevated TGF-β Signature in Mutant MEFs and Mouse Tissue (A) Immunoblot of ERO1α, PRDX4, GRP94, BiP, PDI, and Actin in extracts of primary MEFs from embryos of the indicated genotypes. (B) Photomicrographs of fixed primary MEFs of the indicated genotype stained with an antibody to the KDEL-COOH peptide (to delineate the ER) and DAPI to outline the nucleus. Note the flattened morphology and enlarged nuclei of the T^M^ cells. (C) Fluorescence-activated cell scanning (FACS) profiles of MEFs stained with the DNA-binding dye, propidium iodide. Note the prominent population of T^M^ cells with abnormally high DNA content. (D) Relative abundance of TGF-β pathway mRNAs measured by quantitative real-time PCR in cDNA from skin. Shown are the values obtained in individual mice and the mean for each genotype (n = 4, ^∗^p < 0.05, ^∗∗^p < 0.01).

**Figure 4:**
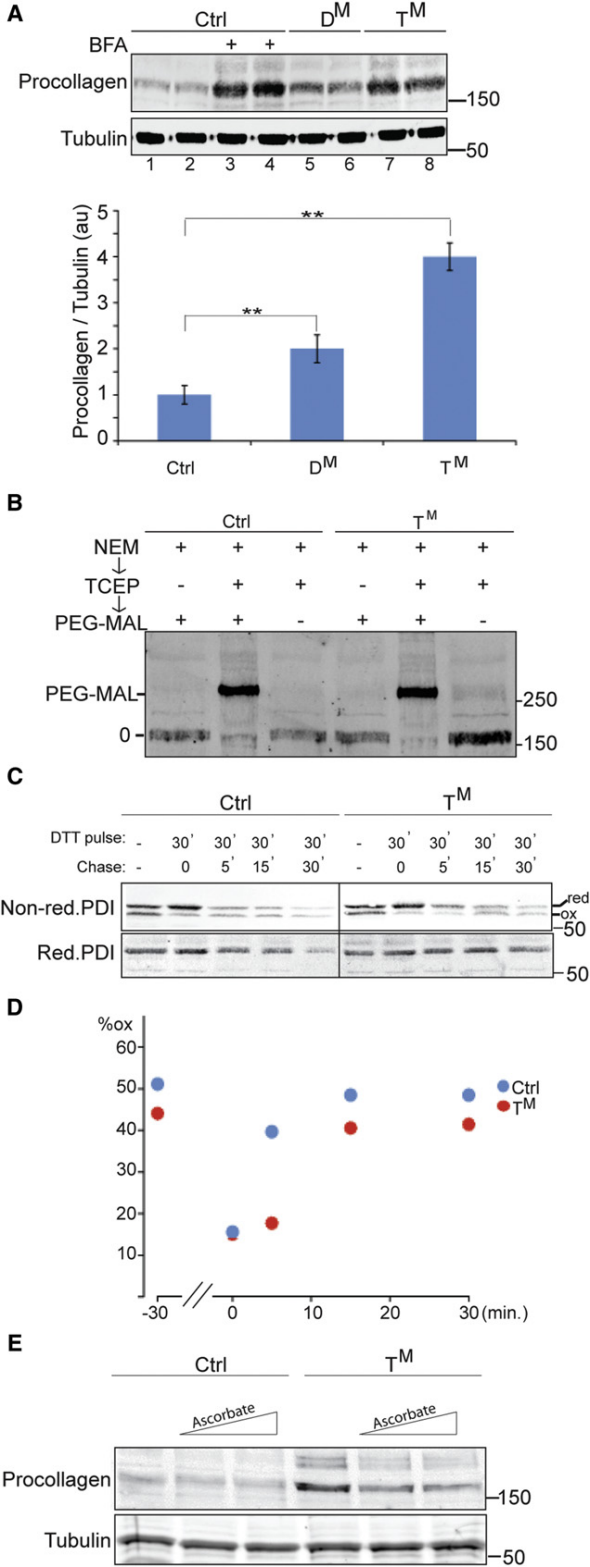
An Ascorbic Acid-Responsive Defect in Type I Procollagen Maturation in Mutant Cells (A) Immunoblot of type I procollagen in lysates of MEFs of the indicated genotypes. Where noted, cells were exposed to brefeldin A (BFA, 2 μg/mL) for 3 hr before harvest to inhibit export of procollagen from the ER. The anti-Tubulin blot (lower panel) serves a loading control. Shown is a representative experiment performed in duplicate. The bar diagram below the immunoblot shows the mean ± SEM of the ratio of the procollagen to tubulin signal expressed in arbitrary units (au) from three such experiments (n = 3, ^∗∗^p < 0.01). (B) Immunoblot of procollagen from BFA-treated MEFs. Where indicated, disulfides in the sample were reduced with TCEP before exposure to the thiol-modifying agent PEG-MAL-2000. The modified (PEG-MAL) and unmodified (0) species are marked. (C) Nonreducing and reducing immunoblot of protein disulfide isomerase (PDI) following exposure of MEFs to the reducing agent dithiothreitol (DTT pulse) and a washout for the indicated time (chase). The migration of reduced and oxidized forms of PDI is noted. (D) Plot of oxidized PDI as percentage of the total from the experiment shown in (C). Note the subtlety of the kinetic defect in PDI reoxidation following DTT washout in the mutant cells. (E) Procollagen immunoblot, as in (A). Where indicated, the culture media was supplemented with ascorbate (to a concentration of 50 μM or 100 μM).

**Figure 5:**
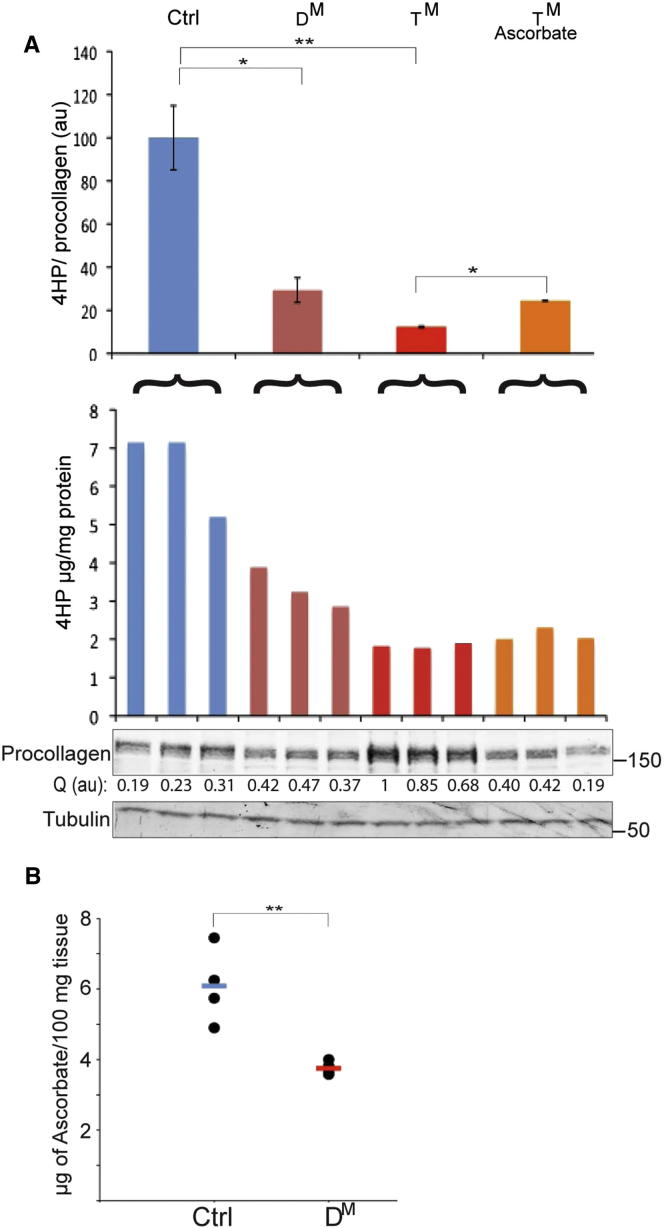
Impaired Proline 4 Hydroxylation of Procollagen in Mutant Fibroblasts (A) 4-hydroxyproline content of lysates of brefeldin A-treated MEFs, normalized to the procollagen content of the cells. The upper bar diagram shows the mean ± SEM of the normalized values, expressed in arbitrary units (au) (n = 3, ^∗∗^p < 0.001, ^∗^p < 0.05). The lower bar diagram depicts the 4-hydroxyproline content in the individual samples. The procollagen content of each sample was quantified from the fluorescent signal of the immunoblot and is presented under the procollagen blot (Q) in arbitrary units (au). (B) Ascorbic acid content of skin of the indicated mice. Shown are the values obtained in individual animals and the mean for each group (n = 4, ^∗∗^p < 0.01).

**Figure 6:**
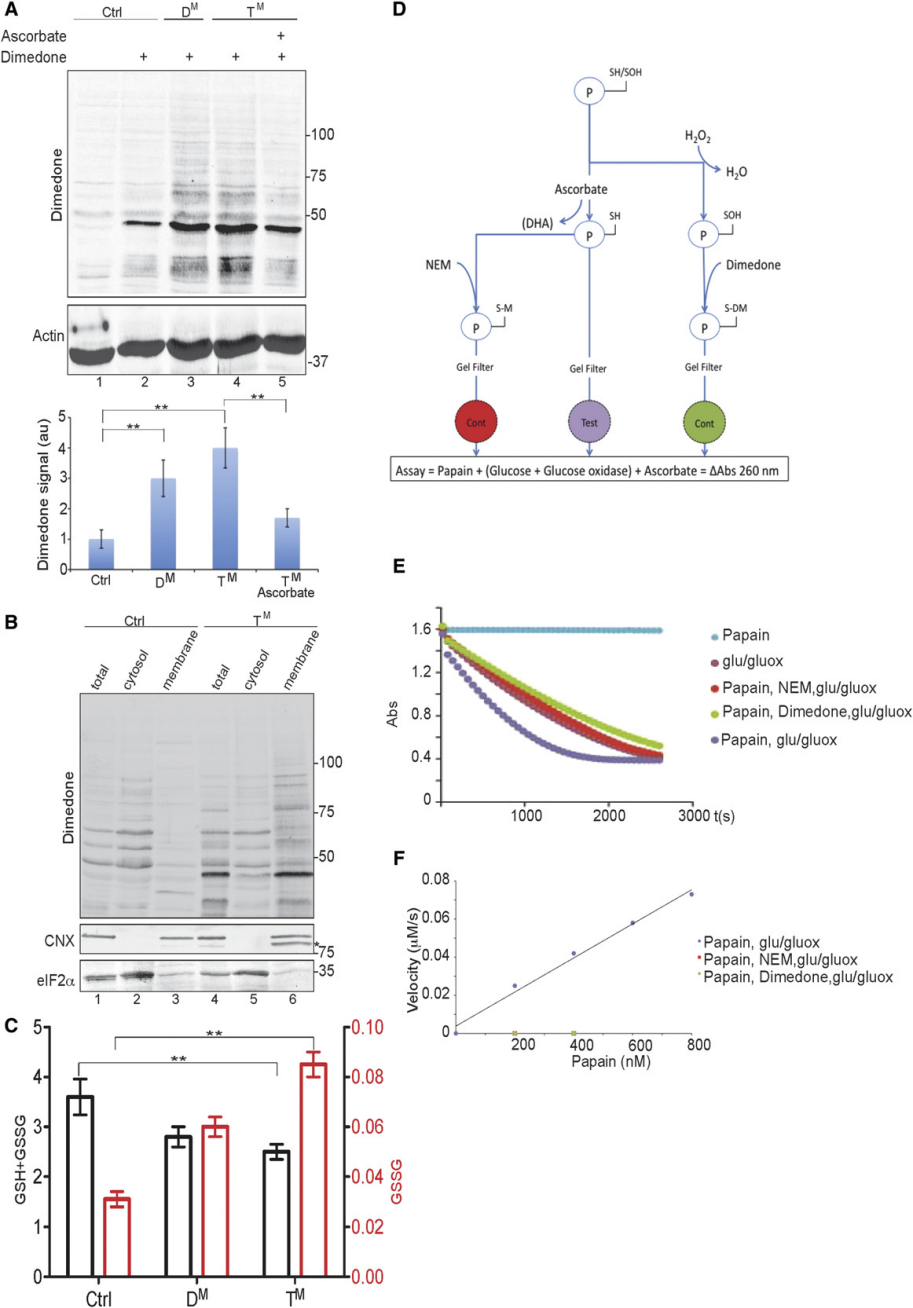
Elevated Cysteinyl Sulfenic Acid in Proteins from Mutant Cells and Their Role in Ascorbate Depletion (A) Representative immunoblot of extracts from cells exposed to the sulfenic acid reactive probe dimedone with an antibody reactive to dimedone-conjugated cysteine residues. The bar diagram is the mean ± SEM of the dimedone signal (integrated across each lane and expressed in arbitrary units, au) from experiments as shown above (n = 3, ^∗∗^p < 0.01). (B) As in (A), but the cells were fractionated to a cytosolic fraction and a membrane (microsomal) fraction by digitonin permeabilization and cytosolic squeeze-out. Calnexin (CNX) and eIF2α serve as compartment markers for the ER and cytosol. The asterisk indicates a faster-migrating species reactive with the calnexin antiserum that is reproducibly detected in the membrane fraction of the mutant cells and may correspond to sulfenylated calnexin (Leonard et al., 2009). (C) Bar diagram of the total glutathione (GSH + GSSG) and oxidized glutathione (GSSG) content in picomols glutathione/μg of proteins of cells of the indicated genotypes (n = 3, ^∗∗^p < 0.01). (D) Schema of the experiment to test the effect of protein cysteinyl sulfenic acid in catalyzing ascorbic acid oxidation. The active site cysteine of papain (P) is found as both a thiol (−SH) and cysteinyl sulfenic acid (−SOH, due to air oxidation). H_2_O_2_ converts all the −SH to −SOH, which then reacts irreversibly with dimedone, blocking the active cysteine (−S−DM). Following gel filtration, to remove remaining H_2_O_2_ and dimedone, this generates an inactive control (Cont). Ascorbate reduces any −SOH back to −SH. Removal of the ascorbate by gel filtration generates the active (Test) protein. However, the free thiol can be blocked by NEM, generating an inactive alkylated (−S−M) protein (Cont). The test and control proteins are incorporated at substochiometric concentrations into an assay with an H_2_O_2_-generating system (glucose + glucose oxidase) and ascorbate, whose consumption is measured by reading the absorbance at 265 nm. (E) Time-dependent changes in absorbance of ascorbate (at 265 nm, initial concentration 100 μM) observed in the experimental system described in (B). “Papain,” trace of sample with no H_2_O_2_-generating system but with 0.2 μM papain. “glu/gluox,” trace of sample with no papain. “Papain, NEM, glu/gluox,” trace of sample with NEM-blocked papain (0.2 μM). “Papain, Dimedone, glu/gluox,” trace of sample with dimedone-blocked papain (0.2 μM). “Papain, glu/gluox,” trace of sample with active papain (0.2 μM). (F) The initial rate of ascorbate oxidation (in OD units/time) as a function of papain concentration (the initial rate of the uncatalyzed reaction, with only glucose and glucose oxidase, was subtracted).

**Table 1:** Detrimental Effect of the PRDX4 Loss-of-Function Mutation in *Ero1α^m/m^; Ero1β^m/m^* Mice

Description	Genotype			Sex	Number		Percentage of Total	
	*Ero1α*	*Ero1β*	*Prdx4*		Ex	Ob	Ex	Ob
Control	m/+	m/m	+/+	F	16.1	23	12.5	17.8
Control	m/+	m/m	m/+	F	16.1	24	12.5	18.6
D^M^	m/m	m/m	+/+	F	16.1	20	12.5	15.5
D^M^ <=> T^M^^∗^	m/m	m/m	m/+	F	16.1	6	12.5	4.65
Control	m/+	m/m	+/y	M	16.1	20	12.5	15.5
Control	m/+	m/m	m/y	M	16.1	19	12.5	14.7
D^M^	m/m	m/m	+/y	M	16.1	14	12.5	10.9
T^M^	m/m	m/m	m/y	M	16.1	3	12.5	2.3
					Total	129		

The expected (Ex) and observed (Ob) distribution of genotypes at weaning among 129 progeny of a cross between *Ero1α*^*m/+*^; *Ero1β*^*m/m*^; *Prdx4*^*m/+*^ females and *Ero1α*^*m/m*^; *Ero1β*^*m/m*^; *Prdx4*^*+/y*^ males (χ-square test = 26.47 with seven degrees of freedom, p = 0.0004). ^∗^Due to X chromosome inactivation, female *Ero1α*^*m/m*^; *Ero1β*^*m/m*^; *Prdx4*^*m/+*^X are somatic mosaics constituted of double-mutant (D^M^) and triple-mutant (T^M^) cells; the standard notation of chimerism, “<=>,” is used to indicate this.

# Supplementary material for: Endoplasmic Reticulum Thiol Oxidase Deficiency Leads to Ascorbic Acid Depletion and Noncanonical Scurvy in Mice
**Source:** Mol Cell. 2012 Oct 12;48(1):39–51. doi: 10.1016/j.molcel.2012.08.010
**Supplement:** Document S1. Figure S1, Figure S2, Figure S3, Figure S4, Supplemental Experimental Procedures, and Supplemental References

## **Supplemental Information**

### **Endoplasmic Reticulum Thiol Oxidase Deficiency Leads to Ascorbic Acid Depletion and Noncanonical Scurvy in Mice**

**Ester Zito, Henning Gram Hansen, Giles S.H. Yeo, Junichi Fujii, and David Ron**

This supplemental section contains 4 supplemental figures and Supplemental Experimental Procedures.

Figure S1 relates to the main Figure 1 reports on the mildly enhanced diabetic phenotype of mice with PRDX4 deficiency compounding ERO1 deficiency

Figure S2 relates to the main Figure 3 reports on the cell-cycle and gene expression defects associated with compound deficiency of ERO1 and PRDX4

Figure S3 relates to the main Figure 5 reports on the kinetics of brefeldin-A mediated retention of procollagen

Figure S4 relates to the main Figure 6 reports on the sensitivity the dimedone reactivity of proteins in T<sup>M</sup> cells to reduction by DTT

The Supplemental Experimental Procedures section describes the methods used in animal experiments, measurements of immunoglobulin oxidation in lipopolysaccharide blasts, isolation of control, D<sup>M</sup> and T<sup>M</sup> mutant MEFs, analysis of the cell cycle and gene expression.

The Supplemental References pertain to the Supplemental Experimental Procedures.

Figure S1

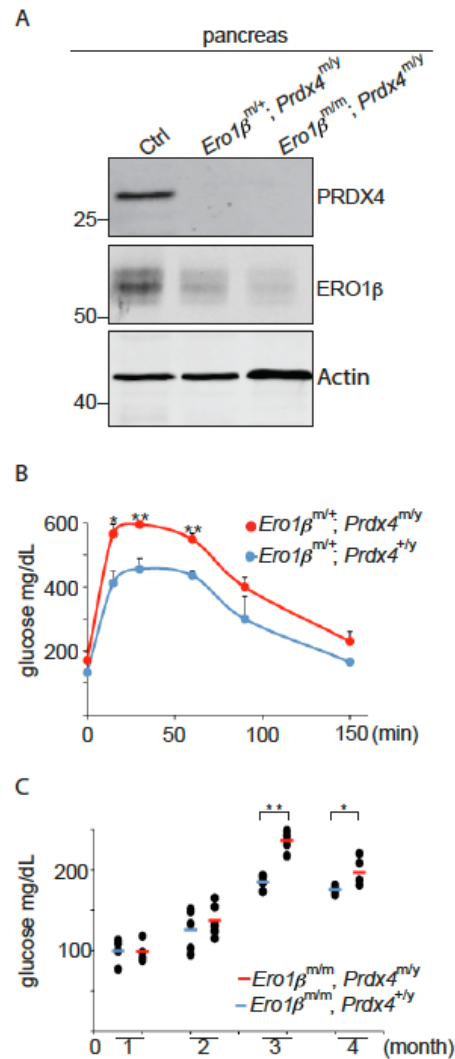

Figure S1 (related to main Figure 1):

A. Immunoblot of ERO1β, PRDX4 and Actin in pancreatic lysates of the indicated genotypes.

B. Blood glucose levels following an intra-peritoneal injection of glucose (2 mg/ gm body weight) in 8 week old *Ero1β<sup>m/+</sup>* and *Ero1β<sup>m/+</sup>; Prdx4<sup>m/y</sup>* male siblings. Shown are mean ± SEM (n=5 \*\*p<0.01, \*p<0.05). Note the modest glucose intolerance imposed by the compounding *Prdx4* deletion.

C. Fasting blood glucose of *Ero1β<sup>m/m</sup>* and compound *Ero1β<sup>m/m</sup>; Prdx4<sup>m/y</sup>* male siblings of the indicated age. Shown are the values obtained in individual animals and the mean for each group (n=5 \*\*p<0.01, \*p<0.05). The mild, stable, fasting hyperglycemia, previously noted in the *Ero1β<sup>m/m</sup>* mice is only mildly increased by the compounding *Prdx4* deletion.

**Figure S2**

**Figure S2 (related to the main Figure 3):**

A. FACS profiles of untreated MEFs and MEFs following exposure to the ER stress-inducing toxin

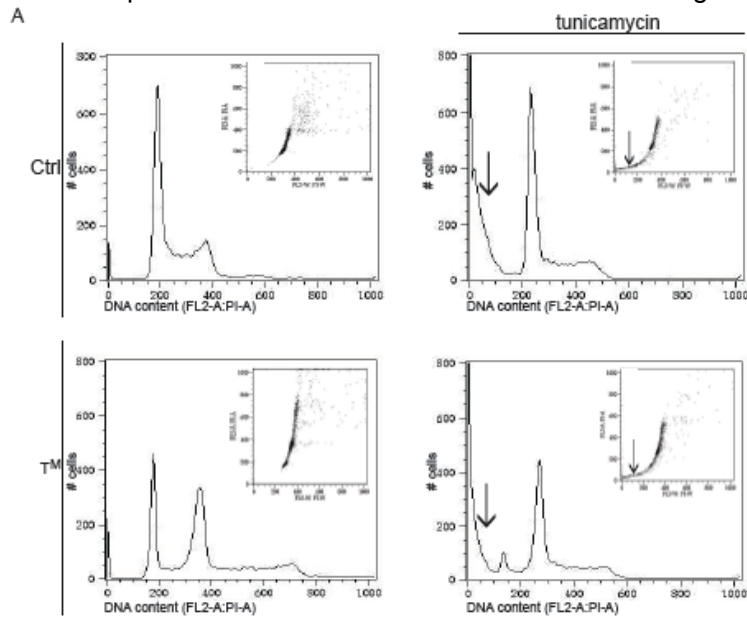

tunicamycin (2.5 µg/ml for 16 hours) stained with the DNA-binding dye, propidium iodide. Note the presence of a hypo-diploid population in the treated samples of both genotypes, validating the 2N, 4N and polyploidy peaks of the mutant.

B. Ven diagram showing the overlap of genes whose expression is 1.5 fold higher in the  $D^M$  and  $T^M$  MEFs compared to the reference genotype. 

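In the arrays, 533 genes were over 1.5-fold higher than in WT in both mutants, 519 more in D M and not T M, and 582 more in T M and not D M. Cyp1b1, a cytochrome P450 gene, rose by 6.04 on the log2 scale in D M and 5.43 in T M, and Lcn2, which encodes the siderophore-binding protein lipocalin 2, by 5.04 and 5.42. Other large rises, in D M and T M, were those of the glutathione transferase gene Mgst1 (5.85 and 4.59), Serpinb6b (5.92 and 1.13), Plac8 (5.27 and 1.87), Sorbs2 (5.05 and 3.97), the secreted Wnt antagonist genes Sfrp1 (2.98 and 5.85) and Sfrp2 (3.43 and 5.62), the acute-phase gene Saa3 (4.53 and 5.61), Tmem47 (2.14 and 5.12), Serpina3n (2.88 and 5.04) and Ndn (2.69 and 4.74). Gpm6a (5.32) and the uroplakin genes Upk1b (5.57) and Upk3b (5.07) rose in D M with no call in T M, and the serotonin receptor gene Htr2a (4.90) rose in T M with no call in D M.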

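A set of 401 genes was lower in both mutants, 730 more in D M and not T M, and 308 more in T M and not D M. The log2 fold change of AI506816 was -6.80 in D M and -6.39 in T M, that of Sh2d1b1 -5.18 and -4.49, that of Shtn1 -3.60 and -3.92, that of Tcim -4.05 and -3.26, and that of Crabp2, which encodes a retinoic acid binding protein, -3.64 and -3.74. Crabp1, a paralog of Crabp2, was at -5.01 and -1.43 in D M and T M, Dynap at -3.99 and -3.10, Adgrl3 at -3.52 and -2.79, Apbb1ip at -3.41 and -1.22, Msln, which encodes mesothelin, at -1.43 and -3.61 and Acpp at -2.82 and -3.57, while the creatine synthesis gene Gatm was at -3.58 in T M with no call in D M. Genes higher in D M and lower in T M numbered 16, and genes lower in D M and higher in T M numbered 52. Compared directly, 933 genes were higher and 720 lower in T M than in D M MEFs. DQ267102, Tbx5, Thbs2, Tll1 and Rspo3 were higher by 4.26, 4.24, 4.05, 4.00 and 3.82 (the 3 WT arrays of Thbs2 hold 1 identical value). Tbx20, Frmd4b, Pkhd1l1 and Aldh1a1 were lower, with log2 fold changes of -5.08, -4.89, -4.82 and -4.46. Of the 533 genes higher in both mutants, 199 also differed between T M and D M.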

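The counts are limma calls at an adjusted p under 0.05 and over 1.5-fold among 19938 genes. Independent lists of these lengths would share 58.8 higher and 40.2 lower genes. Both comparisons use the same WT arrays, so part of the excess may come from them. In 20 simulations of unchanged genotypes on shared controls, no gene was called in both. In these simulations the WT group has no shift of its own. They therefore cannot show whether a difference of the WT culture as a whole adds to the shared genes. Across genes, which are not independent replicates, the correlation of the fold changes was 0.596 against 0.500 simulated, their covariance 0.142 against 0.00355 simulated, and 65.9% of genes had the same sign against 66.6% simulated. The authors also required each gene to pass with PLIER values, a step that cannot be repeated from RMA values.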

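P4ha3, which encodes a catalytic subunit of prolyl 4-hydroxylase, had a log2 level of 8.32 ± 0.15 in WT, 11.70 ± 0.26 in D M and 11.36 ± 0.17 in T M MEFs. Its log2 fold change against WT was 3.38 (SE 0.12, adjusted p = 3.78e-10) in D M and 3.04 (SE 0.12, adjusted p = 1.16e-09) in T M, from limma as for all adjusted p-values here. Tgfb2, a TGF-β ligand gene, was 8.31 ± 0.053 in WT and 11.68 ± 0.11 in D M, and 9.58 in each of the 3 T M arrays, which hold 1 identical value, so its SD there is 0 and its spread is understated. It rose by 3.37 (SE 0.063, adjusted p = 8.88e-13) in D M and 1.26 (SE 0.063, adjusted p = 8.22e-09) in T M, and its T M level was below its D M level, with a log2 fold change of -2.10 (SE 0.063, adjusted p = 8.39e-11). The BMP ligand gene Bmp4 rose from 9.75 ± 0.14 in WT to 12.50 ± 0.095 in D M and 11.98 ± 0.094 in T M, changes of 2.76 and 2.23. Smad6, which encodes an inhibitory SMAD, was 8.11 ± 0.075, 9.77 ± 0.074 and 9.86 ± 0.075, with changes of 1.66 in D M and 1.75 in T M. Tgfb1 was 10.78 ± 0.095 in WT, 10.47 ± 0.22 in D M and 10.56 ± 0.074 in T M, with a log2 fold change of -0.31 (SE 0.098, adjusted p = 0.0252) in D M and -0.22 (SE 0.098, adjusted p = 0.122) in T M and no call in either. Tgfb3 changed by 1.32 in D M and 0.90 in T M, Smad9, which encodes a SMAD of BMP receptors, by 0.95 and 1.23, and the homeobox gene Hoxc9 by 1.04 and 0.69. Il6 had log2 fold changes of 1.45 (SE 0.16, adjusted p = 1.24e-05) in D M and 5.22 (SE 0.16, adjusted p = 8.64e-11) in T M, and was higher in T M than in D M by 3.78 (SE 0.16, adjusted p = 1.76e-09). The death receptor gene Fas changed by 2.52 in D M and 2.18 in T M. Irak3, which encodes an inhibitor of Toll-like receptor signalling, changed by 0.72 in D M and 1.78 in T M, and by 1.06 between T M and D M. Fasn, which encodes fatty acid synthase and is among the paper's RT-qPCR primers, had log2 fold changes of -0.37 in D M and -0.25 in T M and was not called. Apart from Tgfb1 and Fasn, each of these genes was called higher in both mutants, at adjusted p-values of 1.67e-05 or less. Fas, Irak3 and Il6 also belong to other lists used here, of P53 targets, P38 MAPK components and secretome genes. Of the 8 listed TGF-β genes, 6 are also among the ligands, receptors and SMADs, and 2, Smad6 and Smad9, among the BMP induced genes. P4ha3 is also in the list of procollagen modification and Hoxc9 in that of Hox groups 9 to 13.

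**Figure D2:**
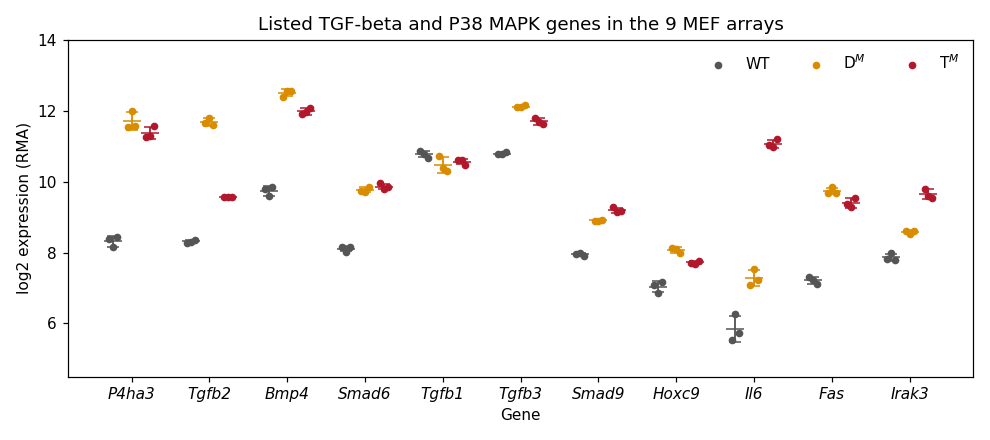
Log2 expression of the listed TGF-β and P38 MAPK genes in WT (grey), D M (orange) and T M (red) MEFs. Points are single arrays, horizontal marks are means and error bars are SDs (n = 3 arrays of each genotype). The WT points lie below those of both mutants for each gene except Tgfb1, and the 3 T M points of Tgfb2 lie at 1 value.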

Genes annotated as belonging to the TGF $\beta$  and P38 MAP kinase pathway and found in the overlap group are listed (the font size is proportional to the over-expression in the  $T^M$  sample).

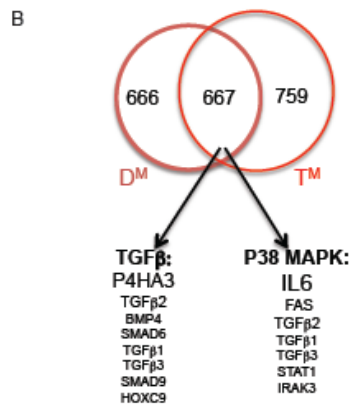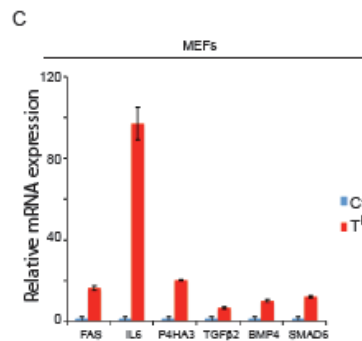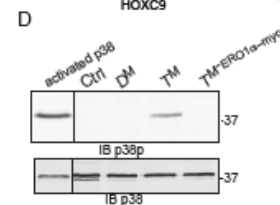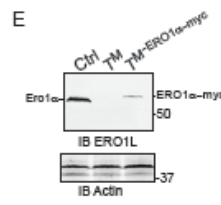

by real time quantitative-PCR in extracts of MEFs of the indicated genotype.

D. Immunoblot of phosphorylated (activated) P38 MAP kinase in extracts from MEFs of the indicated genotype. The positive control was from wildtype MEFs serum starved for 48 hours. Note the lack of an activated P38 signal in the TM cells transduced with a rescuing ERO1 $\alpha$  transgene.

E. Immunoblot of ERO1 $\alpha$  documenting the rescue of its expression in the indicated clone.

Figure S3

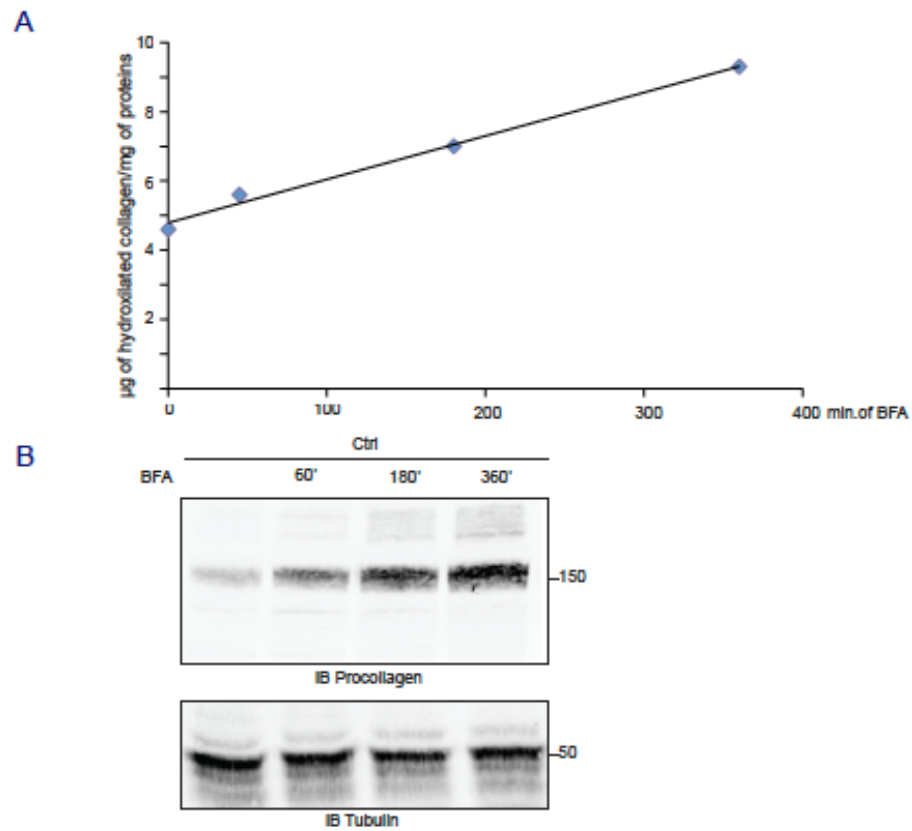

**Figure S3 (related to the main Figure 5):**

- A. The 4 hydroxyproline content of wildtype MEFS following exposure to Brefeldin A.  
B. Procollagen immunoblot of the cells shown in "A"

**Figure S4**

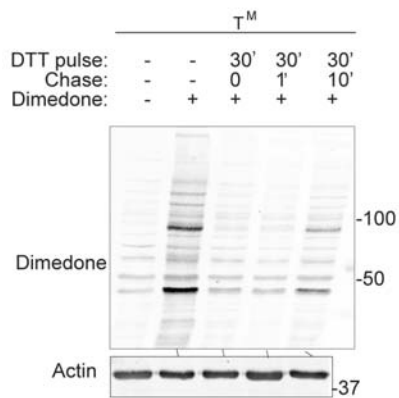

**Figure S4 (related to the main Figure 6):**

Immunoblot of  $T^M$  cell extracts with an antibody reactive to dimedone-conjugated cysteine residues. The cells were exposed for 30 minutes in vivo to the reducing agent DTT (10 mM) following a washout period of the indicated time. Note the elimination of the baseline signal with the DTT pulse and its return during the washout (chase period).

## Supplemental Experimental Procedures

### Animal experiments

Animal breeding and experiments were approved by the University of Cambridge Bioethics committee and the UK Home Office. Genotyping at the *Ero1l*, *Ero1lb* and *Prdx4* loci followed published procedures (Iuchi et al., 2009; Zito et al., 2010a). Skin from age-matched control and mutant animals was fixed in formalin. Masson's trichrome and H&E staining was carried out as described (Bradshaw et al., 2003). For electron microscopy samples were fixed by immersion in 2.5% glutaraldehyde in 0.1 M Sorensen buffer, postfixed in 1% osmium tetroxide, and en bloc stained with 3% uranyl acetate. Ultrathin sections were poststained with uranyl acetate and lead citrate and examined by electron microscopy as described (Zito et al., 2010a).

### Isolation, culture and immunoglobulin oxidation in lipopolysaccharide blasts.

A previously-published procedure was followed (Zito et al., 2010a, figure 6C). Briefly, cells teased from disrupted spleens of mice with wildtype and compound D<sup>M</sup> and T<sup>M</sup> genotypes were cultured in RPMI-1640 at a density of 10<sup>6</sup> cells/ml and exposed to 50 µg/ml lipopolysaccharide from *E. Coli* (Sigma, L2755) for 2-3 days. Following a 30 min pulse with 10 mM DTT, chase was performed in complete media followed by lysis in the presence of N-ethyl maleimide (NEM, 20 mM), non-reducing or reducing SDS-PAGE and immunoblotting with rabbit anti-mouse IgM (Rockland, 610-4107). Fractionation of the IgM into low and high molecular weight complex was performed by challenging the NP-40 solubilized lysates with 0.5% SDS and centrifugation through a glycerol cushion, as described (Marciniak et al., 2004).

### Cytoplasmic squeeze-out

MEFs were fractionated into a cytosolic and membrane fraction by digitonin permeabilization followed by cytoplasmic squeeze-out (Shamu et al., 1999). Briefly, following incubation on ice with PBS containing 40 µg/ml-1 digitonin for 10 minutes. Cells were scraped off the plate, the cytosol extruded as a supernatant by centrifugation at maximum speed in a table top centrifuges for 10 minutes. The pellet was extracted in 1% triton X-100 to yield the detergent soluble proteins from the membrane fraction. Both fractions were analyzed by SDS-PAGE followed by Immunoblot assay.

### Isolation and analysis of control, D<sup>M</sup> and T<sup>M</sup> mutant MEFs

Control (*Ero1α*<sup>m/+</sup>; *Ero1β*<sup>m/m</sup>; *Prdx4*<sup>+/+</sup>), D<sup>M</sup> (*Ero1α*<sup>m/m</sup>; *Ero1β*<sup>m/m</sup>; *Prdx4*<sup>+/+</sup>) and T<sup>M</sup> (*Ero1α*<sup>m/m</sup>; *Ero1β*<sup>m/m</sup>; *Prdx4*<sup>m/y</sup>) mutant mouse embryonic fibroblasts (MEFs), isolated at embryonic day 13.5, were studied as I<sup>o</sup> MEFs (figure 3 and S3) or immortalized with SV-40 large T antigen (Figure 4-6) were cultured in DMEM supplemented to 25 mM glucose, 10% FCS, non essential amino acids and where indicated, were exposed to Brefeldin A (2 µg/mL), L-ascorbic acid (100 µM) or tunicamycin (2.5 µg/ml) (Sigma).

Immunoblots were developed with far red fluorescent I<sup>o</sup> antisera on a LiCor Odyssey and the signal quantified using Image Studio V2.0. The following I<sup>o</sup> immunochemical reagents were used: Rabbit anti-ERO1α and ERO1β (Zito et al., 2010a) PRDX4 (Zito et al., 2010b), anti-PDI (Stressgen, SPA-891, Figure 4B), anti-KDEL (Stressgen, SPA-827D, Figure 3A and 3B), anti-□-actin (Sigma A5441) and tubulin (Sigma T9026), anti-P38 (total Cell Signaling Technology 9212L and phosphorylated 9211L), anti-type I mouse collagen (Rockland, 600-401-103).

### Microarray analysis

Each experiment comprised triplicate RNA samples of MEFs of the three genotypes. Labeled cRNA was hybridized to Affymetrix Gene ST1.0 chips. Raw image data were converted to CEL files using Affymetrix GeneChip Operating Software (GCOS). All downstream analysis of microarray data was performed using GeneSpring GX 11.0 (Agilent). Data were analysed using both Robust Multiarray Average (RMA) and Probe Logarithmic Intensity Error (PLIER) algorithms. Genes were considered differentially regulated at greater than 1.5-fold change ( $p < 0.05$ ) as compared to WT MEFs. Only genes that met the above criteria using both RMA and PLIER were taken forward for additional study. Pathway analyses were performed using Ingenuity Pathway Analysis (IPA) (Ingenuity Systems Inc., [www.ingenuity.com](http://www.ingenuity.com)).

### Real-time quantitative RT-PCR analysis

Skin from adult mice (5 month old) and MEFs were homogenized in Trizol lysis reagent, following the manufacturer's instructions. Poly-dT primed reverse transcription (RT) was carried out using RevertAid Premium Reverse Transcriptase (Thermo Fischer Scientific, Waltham, MA) according to the manufacturer's protocol. Real-time quantitative RT-PCR reactions were run on an ABI Prism 7000 Sequence Detection System using the qPCR Core Kit for SYBR Green PCR Master Mix (Life Technologies, Paisley, UK) and analyzed using ABI Prism 7000 SDS Software (Applied Biosystems, Foster City, CA). Relative mRNA levels of all genes were first normalized to the levels of  $\beta$ -Actin and Cyclophilin-A using the  $2^{-\Delta\Delta C_T}$  method then normalized to the average of control levels. The primer sequences for the transcripts quantified by this method are shown below.

| Primer mM      | Sense (5'-3')            | Antisense (5'-3')         |
|----------------|--------------------------|---------------------------|
| Ppia           | TTCCTCCTTTCACAGAATTATTCA | CCGCCAGTGCCATTATGG        |
| Bmp4           | TCAAGGGAGTGGAGATTGGG     | GCCATCATGGCCAAAAGTG       |
| $\beta$ -Actin | GTATGGAATCCTGTGGCATC     | AAGCACTTGCGGTGCACGAT      |
| Fasn           | GCA AACCAGACTTCTACTGCGA  | TTTGTATTGCTGGTTGCTGTGC    |
| IL6            | AAAGAGTTGTGCAATGGCAATTCT | AAGTGCATCATCGTTGTTTCATACA |
| P4ha3          | TTGACCATGCTACGTCGCCAG    | AAAGCCGTGGCTCCTCCAGCTT    |
| Smad6          | TGGCTGGAGATCCTACTCAACA   | GGACGCTGCGGCACAG          |
| Tgfb1          | AGCCCGAAGCGGACTACTAT     | TTCCACATGTTGCTCCACAC      |
| Tgfb2          | GCGAAGAGCTCGAGGCGAGAT    | GAGAATGGTCAGTGGTTCCAGAT   |

### Cell Cycle Analysis by FACS

MEFs were fixed in 90% ethanol overnight at  $-20^{\circ}\text{C}$ , permeabilized with 0.5% NP-40 and briefly treated with RNase A (final concentration of 250  $\mu\text{g/ml}$ ), stained with propidium iodide (10  $\mu\text{g/ml}$ ,  $37^{\circ}\text{C}$  for 5 min) and signal intensity measured on a FACScan benchtop flow cytometer (Becton Dickinson, San Jose, CA). Ten thousand events were acquired and analyzed with CellQuest software (Becton Dickinson).

### Statistics

All results are expressed as means  $\pm$  SEM. Two-tailed Student's  $t$  tests were performed to determine  $p$  values for paired samples was performed for the experiments that employed more than one independent variable.  $\chi$ -square statistical analysis was performed on the distribution of genotypes of Table1.

### Supplemental References

Bradshaw, A.D., Puolakkainen, P., Dasgupta, J., Davidson, J.M., Wight, T.N., and Helene Sage, E. (2003). SPARC-null mice display abnormalities in the dermis characterized by decreased collagen fibril diameter and reduced tensile strength. *J. Invest. Dermatol.* 120, 949-955.

How the deposited data were processed for this re-analysis (not part of the article)

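Gene expression was measured in MEFs of 3 genotypes, WT, D M (mutated in both ERO1 isoforms) and T M (mutated in both ERO1 isoforms and PRDX4), with 3 arrays of each. The paper's methods describe triplicate RNA samples hybridised to Affymetrix Gene ST arrays, image data converted with GCOS, and analysis in GeneSpring GX with both RMA and PLIER. The authors' deposited values are on the log2 scale, 1 per probe set and array, and the submitters' processing notes name RMA, with no version. RMA corrects the background, normalizes the arrays to each other and summarises the probes of each probe set, so small differences in total signal between genotypes were removed before deposit. Array medians were 7.62 to 7.72. PLIER values and probe-level data were not analysed here.

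Of the 35556 probe sets, 21789 have 1 gene symbol in the platform annotation, 1621 have several and 12146 are not listed there. Probe sets with several symbols or none were not named. Symbols were looked up by gene identifier in the RefSeq gene table of GRCm38.p6, in which 21698 of the identifiers matched and no symbol changed. For the 999 genes with several probe sets, the brightest one over all arrays was used, which left 19938 genes. No coordinates are given, as neither the paper nor the sample labels name a genome build. The GRCm38.p6 table was used only for gene names and for the order of neighbouring genes.

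All 9 arrays were fitted in 1 model with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with 6 residual degrees of freedom. The comparisons were D M against WT, T M against WT and T M against D M. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with a change over 1.5-fold, the paper's fold threshold. The paper's text names no correction of its p-values. On simulated data for T M against WT over 19938 genes, 100 of 100 genes changed by 1 on the log2 scale and 100 of 100 changed by 2 were called, with 0 false calls and 0 calls in an unchanged D M group.

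Before the data were examined, 31 gene lists were fixed: the TGF-β and P38 MAPK genes of Figure S2B, TGF-β induced genes, TGF-β and BMP ligands, receptors and SMADs, BMP induced genes, P38 MAPK components, secretome genes, P53 targets, kinase inhibitors and senescence markers, cell cycle genes, ER chaperones, PERK and ATF4 targets, ER thiol oxidases, collagens, other matrix genes, procollagen modification, ascorbate handling, NRF2 targets, HIF targets, interferon stimulated genes, 2 Hox lists, sex chromosome genes, and markers of skeletal muscle, endothelium, macrophages and leukocytes, epithelium, cartilage and bone, adipocytes, neurons and glia, and smooth muscle and pericytes. Each list was tested in each comparison with limma's camera at a preset correlation of 0.01, adjusted over the 93 tests. Of these, 36 passed, and 14 passed with an estimated correlation. Both numbers include 4 tests of the lists of Figure S2B against WT, whose outcome the study's choice of genes fixes and whose p-values are not given. The median, the mean and the direction of the test differed in sign in 19 of the 93, none of which passed. Of the 186 counts of higher or lower members, 0 changed when adjusted over the list alone. With the 1.5-fold limit kept, the 52 counts of 0 from limma on the deposited scale were also 0 at an unadjusted p under 0.05. The same held with a Student's t-test. Of the 52, 6 rose above 0 with median centring, quantile normalization or cyclic loess.

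Genes named in the text follow a rule set at the same time: the 3 mutated genes, the genes the paper names for MEFs, in each comparison the 10 largest rises and 10 largest falls among calls whose arrays do not overlap between the genotypes, and up to 4 called members of each list with the largest changes. Not every gene the rule gives is named, and the neighbours of the mutated genes, the genes that escape X inactivation, Gata6 and Shox2 lie outside it. For 3 arrays against 3, chance alone keeps the groups of a gene from overlapping in 10% of cases.

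In 12514 probe sets, 35.2% of all, at least 2 arrays hold 1 identical value, and in 96.4% of these it is the median of the 9 arrays. No pair of arrays shares over 1751 values, 4.92% of the probe sets. All 3 arrays of a genotype are identical in 369 genes in WT, 185 in D M and 226 in T M MEFs, in all 754 genes, of which 55 were called in D M and 55 in T M against WT. The replicate spread of these genes is understated.

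The first principal component held 53.5% of the variance and parted WT from the mutants, the second held 38.0% and parted T M from the others, and the next held 2.58%. The paper's microarray methods name no test, while its statistics section names Student's t tests. The alternatives tried were other thresholds, a Student's t-test, fits of 6 arrays and the replicate number as a block. The scalings tried were median centring, quantile and cyclic loess normalization. Also tried were a filter on dim probe sets, trended and robust variances, and array weights. Other rules for several probe sets were tried, and each array was left out in turn. Camera with an estimated correlation and fry were tried for the lists. Added after the data were seen were leaving out the genes with identical values, and the 3 scalings for the counts of list members and for the tests of the lists beyond the study's own, the TGF-β induced genes, the cell cycle genes and the ER chaperones.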

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

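The tests on Xist in T M MEFs, on Ero1a in D M MEFs, on Hox genes between the mutants, on the median of the cell cycle genes, on other scalings of the Hox lists and on other splits of the arrays were chosen after those values had been seen, and the others were written down first.

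Among genes outside those the paper discusses, Xist was higher in D M than in WT MEFs by 6.86 on the log2 scale, and the 3 Y-linked genes named with it were lower. The data argue against an effect of ERO1 loss, since the T M cells are mutated in both isoforms and their Xist differed from WT by 0.019, and against D M arrays that hold no D M cells, since Ero1a in them was -2.40 from WT. The pattern is consistent with a female D M embryo and male WT and T M embryos: 4 X-linked genes that escape inactivation were on average 0.345 higher in D M than in the other genotypes, with Kdm5c at 0.66, Kdm6a at 0.54, Eif2s3x at 0.26 and Ddx3x at -0.084. If so, the D M comparisons hold a difference of sex as well as of genotype, which was not tested further. The paper's methods write the X-linked Prdx4 as +/+ in control and D M MEFs and as m/y in T M MEFs, the notation of females for control and D M and of a male for T M, from which male WT arrays would differ, and the cause was not tested.

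Hox genes, which the paper does not discuss apart from Hoxc9, formed a further pattern, with 22 of 37 called in T M against WT. Of 21 genes of paralog groups 1 to 8, 7 rose in D M and 16 in T M, Hoxc8 by 4.76 and 2.91. On the deposited scale none fell over 1.5-fold by limma, at an unadjusted p under 0.05 or with a Student's t-test. With median centring 1 fell in D M. By camera these genes gave adjusted p = 0.000921 and 6.59e-19, and with an estimated correlation adjusted p = 0.0856 and 0.017. Of 16 genes of groups 9 to 13, 2 rose and 6 fell in D M, and 2 rose and 4 fell in T M. Hoxd13 had log2 fold changes of -2.89 and -4.12. By camera these gave adjusted p = 0.0557 and 0.256, in D M lower at 0.0192 with quantile normalization and 0.0176 with cyclic loess. Since Hox genes mark position along the body and limb, a candidate explanation is that the cultures differ in the body regions their cells came from. In a list of regional transcription factors outside the Hox clusters, chosen after the Hox values but before those of its members were seen, 27 of 45 were called in a mutant against WT, above all of 10000 random lists matched on mean expression (percentile 100, random median 9), with Gata6 at 3.92 in D M and 3.14 in T M and Shox2 at -2.75 and -1.31, both picked by their values. An effect of ERO1 loss on Hox genes cannot be told apart from a difference of body region. On the deposited scale 16 of the 37 differed between T M and D M, but none was called in opposite directions against WT. Opposite calls were not counted with median centring, where 1 gene of groups 1 to 8 fell in D M. Nothing says that a genotype is represented by over 1 culture.

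P53 targets, which the paper does not discuss as a group, were higher than in WT, with 12 of 22 called in T M MEFs and 8 called in both mutants, though the test of the list in D M did not pass with an estimated correlation (adjusted p = 0.163). Further scaling of the deposited values left most of these calls in place. All 8 kept the call in both mutants under cyclic loess, 8 under quantile normalization and 7 under median centring. The authors' own normalization could not be tested this way, since the deposited values already hold it. Less T antigen activity in the mutant cells, which could free P53 and RB, cannot be told apart from other explanations: it needs lower cell cycle genes, whose medians were -0.143 in D M and -0.24 in T M, between the bounds set for and against it. The effect of the mutations on P53 itself was not tested.

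Other signals outside the genes the paper discusses were 18 of 34 interferon stimulated genes higher and 2 lower in D M MEFs (with an estimated correlation the list did not pass, adjusted p = 0.0666), 11 of 31 HIF targets lower and 1 higher in T M MEFs (likewise, adjusted p = 0.0856), and AI506816, a transcript with no function given here, at -6.80 in D M MEFs. Between the mutants, tested directly with limma, 18 of 31 PERK and ATF4 targets were higher in T M than in D M, Il6 was higher by 3.78, Col1a2 was higher by 1.83 and Tgfb2 was lower at -2.10. The rule for outlying samples was not applied, as each group has 3 arrays.

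For each comparison the 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. In each comparison 1 of the 10, the real split, reached the real count, with 1052 higher and 1131 lower for D M against WT, 1115 and 709 for T M against WT, and 933 and 720 for T M against D M, and the highest number from any other split was 0.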

How the results depend on the processing

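Counts of genes moved under 2 of the alternatives. With no minimum fold, 3398 genes were higher and 3942 lower in D M, 2757 higher and 3581 lower in T M, 3070 higher and 3280 lower in T M against D M, 1615 higher in both mutants and 2214 lower in both, since the fold limit no longer applies. With every probe set counted, named or not, 1657 were higher and 1782 lower in D M and 1447 higher in T M against D M, since 35556 features were tested. The other 117 counts stayed within 1.5 times the main count, as did the 72 counts without 1 array. Leaving out the genes with 3 identical values, chosen after seeing the data, gave 1018 higher and 1110 lower in D M, 1072 and 697 in T M, and 506 higher and 392 lower in both mutants. With the replicate number as a block, 1053 genes were higher in D M, the other 7 counts of genes were unchanged and the named genes and 15 list tests run with it kept their calls, but the numbers do not pair the arrays: deviations of same-numbered arrays correlated at -0.239 to 0.168, with 1 of 9 pairs over 0.1, and 0 arrays correlated best with their own number in both other genotypes.

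Direction changed in 5 genes near 0, none of them called: Actb in D M (-0.045 with median centring), Ppia in D M (0.011 with quantile normalization, 0.030 with cyclic loess), Ero1b in D M (-0.017 with median centring, -0.016 with quantile normalization, -0.010 to 0.089 without 1 array), Col1a1 in T M (-0.019 with median centring, -0.020 to 0.12 without 1 array) and Xist in T M (-0.032 with median centring, -0.036 to 0.058 without 1 array). The ER chaperones in T M against D M no longer passed with quantile normalization (adjusted p = 0.0676), cyclic loess (0.137), the dim filter (0.181) or an estimated correlation (0.453), and in T M against WT with an estimated correlation (0.453). The cell cycle genes did not pass with it in D M (0.224) or T M (0.231). Fry, which tests a list's own direction and not against other genes, passed 30 list tests in camera's direction, and 4 against it, that camera did not. In D M the 30 include the TGF-β induced genes, lower (0.0151), the ligands, receptors and SMADs, higher (4.55e-07), and the BMP induced genes, higher (0.00895). They also include in D M the P38 MAPK components, lower (0.0224), the secretome, higher (0.000267), and the kinase inhibitors and senescence markers, lower (0.00039). In T M they include the P38 MAPK components, higher (0.00521), and the kinase inhibitors and senescence markers, lower (0.000336). In T M against D M they include the TGF-β genes of Figure S2B, lower (1.77e-05). The 4 were the P38 MAPK genes of Figure S2B in T M against D M (0.0258), the sex chromosome genes in D M (8.87e-05) and T M against D M (0.000124), and the procollagen genes in T M against D M (0.00469). Tested with the 3 scalings only after seeing the data, the other lists changed call in 6 places: the ligands, receptors and SMADs in D M, the P38 MAPK components in T M against D M and the Hox genes of groups 9 to 13 in D M as given with them, the other matrix genes in D M (0.0481 with median centring), the secretome in T M against D M (0.0717 with cyclic loess) and the HIF targets in T M against D M (0.0346 with quantile normalization, 0.0151 with cyclic loess). At the preset correlation the secretome was higher in T M than in D M by camera (adjusted p = 0.0291). That call was also lost with an estimated correlation (adjusted p = 0.264). For changes with no cause given, the cause was not tested. With the 3 scalings, 25 counts of list members moved by over 1.5 times and 533 did not. The moved ones are given with their lists or here: 1 cartilage and 1 smooth muscle marker rose in D M, and 1 cartilage and 2 skeletal muscle markers fell in T M, with median centring, 2 ascorbate genes rose in D M with quantile normalization or cyclic loess, 1 collagen fell in T M with cyclic loess, and in T M against D M 1 ER chaperone and 2 Hox genes of groups 1 to 8 were lower with quantile normalization. No other scaling moved the share of higher calls by over 10 points. Signal over background was not analysed, and 3 arrays of each genotype limit the precision.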

Differences from the paper's values

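The RT-qPCR folds of T M over control MEFs in Figure S2C and the array folds here run the same way for 5 genes, and for FAS only if that name stands for Fas, and each measured array fold is below the paper's. For Fas the paper's fold is about 16 in Fig. S2C, read by eye, and the array fold is 4.54. The figure names FAS while the paper's primer table lists Fasn, a different gene, with an array log2 fold change of -0.25 and no call, so which gene the paper's value is for is not settled. For Il6 the paper's is about 97 in Fig. S2C, read by eye, and the array fold is 37.4, but the WT level of Il6 lies below the array medians and its signal over background was not analysed, so the size of the array fold is not settled. P4ha3 is at about 20 in the paper's Fig. S2C, read by eye, and at 8.25 here, and Tgfb2 at about 6 in the paper's Fig. S2C, read by eye, and 2.40 here. Bmp4 is at about 10 in the paper's Fig. S2C, read by eye, and 4.70 here, and Smad6 at about 12 in the paper's Fig. S2C, read by eye, and 3.36 here. The paper's values come from RT-qPCR, normalized to β-actin and cyclophilin A, and those here from array signal, so the assays differ. The array labels give T antigen-transformed wild-type MEFs, while the paper's methods give control MEFs as Ero1α m/+, Ero1β m/m and do not say whether those of Figure S2C were primary or immortalized, so the cells compared are not known to be alike. Every alternative set before the data were examined that gives a value for these genes leaves each of the 6 folds different by over 1.5 times.

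Of the 8 genes that Figure S2B lists under TGF-β as higher in both mutants, 7 were called higher in both here, and of the 6 measured genes it lists under P38 MAPK, 5 were. Tgfb1, which stands in both of its lists, had log2 fold changes of -0.31 in D M and -0.22 in T M and was not called, and it was not higher under any alternative. The figure prints Tgfb2 in larger letters than Bmp4 and Smad6, as a sign of a larger rise in T M cells, while here Tgfb2 rose by 1.26 on the log2 scale, Bmp4 by 2.23 and Smad6 by 1.75. It prints Irak3 in smaller letters than Tgfb2, while here Irak3 rose by 1.78. P4ha3 and Il6 are printed largest in their lists, and each had the largest rise of its list in T M here.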

Other observations

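Targets of PERK and ATF4 differed between the mutants. Of 31 targets of PERK and ATF4, 8 rose and none fell in T M MEFs, while none rose and 8 fell in D M MEFs, and 18 were higher and none lower in T M than in D M (camera adjusted p = 3.66e-05 in D M, 1.94e-08 in T M and 6.59e-19 between them, with an estimated correlation adjusted p = 0.131, 0.0559 and 0.0291). Cth, which encodes cystathionine γ-lyase, fell by 1.58 in D M, rose by 0.73 in T M and was higher by 2.32 in T M than in D M, and the cystine transporter gene Slc7a11 rose by 0.94 in T M. Of 29 ER chaperones and other genes of the unfolded protein response, 0 rose and 0 fell in D M, and 4 rose and 0 fell in T M (1 rose in D M with quantile normalization or cyclic loess, tried after seeing the data), with adjusted p = 0.998 and 0.0137 (the latter with adjusted p = 0.453 with an estimated correlation). Dnajb9 rose by 1.05 in T M and Atf6 by 0.77. Hspa5, which encodes BiP, was 13.19 ± 0.062 in WT, 13.02 ± 0.051 in D M and 13.13 ± 0.018 in T M, and Hsp90b1, which encodes GRP94, was 12.96 ± 0.038, 12.79 ± 0.12 and 12.87 ± 0.021, with no call. P4hb, which encodes protein disulfide isomerase, had log2 fold changes of 0.22 and 0.089, and the paper's RT-qPCR reference genes Actb and Ppia of 0.026 and 0.057 and of -0.067 and -0.061, none called. Of 31 ER thiol oxidases and protein disulfide isomerases, 0 rose and 2 fell in D M and 2 rose and 2 fell in T M, the mutated genes included (adjusted p = 0.829 and 0.411), while 1 fell in D M with cyclic loess and 1 rose in T M with median centring. With the 1.5-fold limit kept, a Student's t-test and an unadjusted p under 0.05 left the counts of 0 from limma on the deposited scale at 0. Without that limit, P4hb (adjusted p = 0.00645 from limma) and Hspa5 (-0.18, adjusted p = 0.0262 from limma) would pass in D M. A count of 0 therefore means no change over 1.5-fold.

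Noncollagen matrix genes also differed between the mutants, with 20 of 42 higher and 4 lower in T M than in D M (adjusted p = 6.53e-08, with an estimated correlation adjusted p = 0.0493), while the collagens (adjusted p = 0.815), the procollagen genes (adjusted p = 0.867) and the ascorbate genes (adjusted p = 0.867) did not pass between them. Of 24 collagen genes, 3 rose and 3 fell in D M and 1 rose and 2 fell in T M (adjusted p = 0.587 and 0.784), while with median centring, tried after seeing the data, 2 rose and 6 fell in D M. Col1a2, which encodes the α2 chain of type I collagen, fell by 1.71 in D M and was 0.12 from WT in T M with no call, while Col1a1, the gene of the α1 chain, was 0.53 in D M and 0.032 in T M with no call. Col1a1 passed in D M with quantile normalization (0.62) and cyclic loess (0.63). Of the 42 other matrix genes, 20 rose and 1 fell in T M, and 12 rose and 10 fell in D M (adjusted p = 3.34e-12 and 0.178, the former also past the threshold with an estimated correlation). With median centring, tried for this list after seeing the data, 8 rose and 11 fell in D M, and the list passed as higher (adjusted p = 0.0481). The matrix Gla protein gene Mgp rose by 0.64 in D M (not called with median centring, at 0.57, or quantile normalization, at 0.58) and 2.52 in T M, the proteoglycan gene Prelp by 0.66 and 2.19 and Lum, another, by 2.06 in T M, and Thbs2 fell by 2.77 in D M and rose by 1.28 in T M, where Mgp in D M and Thbs2 in WT hold 1 identical value in all 3 arrays. Of 32 genes of procollagen modification and processing, 4 rose and 3 fell in D M and 6 rose and 3 fell in T M (adjusted p = 0.837 and 0.441), the lysyl oxidase gene Lox by 1.06 and 1.38. Of 18 genes of ascorbate and dehydroascorbate handling, 1 rose and 4 fell in D M and 1 rose and 1 fell in T M (adjusted p = 0.589 and 0.587). Slc2a10, which encodes the transporter GLUT10, fell by 0.77 in D M, with 1 identical value in its 3 WT arrays, and the glutaredoxin gene Glrx fell by 0.71 in D M and rose by 1.17 in T M.

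Of 31 HIF targets, 1 rose and 7 fell in D M and 1 rose and 11 fell in T M (adjusted p = 1.12e-05 and 4.26e-08, with an estimated correlation adjusted p = 0.145 and 0.0856). Ndrg1 was at -1.34 and -1.36 and the mitophagy gene Bnip3 at -0.63 and -1.43. In D M Bnip3 was not called with quantile normalization (-0.53), cyclic loess (-0.54) or the mean of all probe sets (-0.53). Adm, the HIF target that rose in T M, changed by 1.78 there and was higher by 2.49 in T M than in D M. Of 34 interferon stimulated genes, 18 rose and 2 fell in D M and 9 rose and 2 fell in T M (adjusted p = 3.12e-11 and 0.00013, with an estimated correlation adjusted p = 0.0666 and 0.264), the GTPase gene Iigp1 by 2.08 and 2.71 and Mx2 by 1.92 and 1.51. Of 28 NRF2 targets and glutathione genes, 6 rose and 3 fell in D M and 3 rose and 1 fell in T M (adjusted p = 0.675 and 0.949), where 2 fell with median centring and 0 with quantile normalization or cyclic loess.

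Among markers of other cell types, 5 of 15 epithelial and keratinocyte markers rose in D M and 1 fell in T M (adjusted p = 0.0157 and 0.746, the former with adjusted p = 0.289 with an estimated correlation). Adipocyte markers numbered 2 higher of 11 in D M and 2 in T M (adjusted p = 0.129 and 0.0509), with the lipoprotein lipase gene Lpl at 3.75 and 0.98 and Pparg at 2.19 and 1.42. Smooth muscle and pericyte markers numbered 2 higher and 1 lower of 14 in D M (adjusted p = 0.84). Of 15 cartilage and bone markers, 2 rose and 1 fell in D M and 1 rose in T M (adjusted p = 0.376 and 0.587). Neural and glial markers, 11 in all, gave 2 lower in D M and 2 higher and 2 lower in T M (adjusted p = 0.178 and 0.746). Of 12 endothelial markers 1 rose in D M, Flt1 at 1.33 (adjusted p = 0.154 and, in T M, 0.5), and of 18 skeletal muscle markers 1 fell in T M, Pax3 with a log2 fold change of -1.98 and 1 identical value in its 3 WT arrays (list adjusted p = 0.587 in D M and 0.483 in T M). No macrophage or leukocyte marker of 14 was called by limma, at an unadjusted p or with a Student's t-test, each with the 1.5-fold limit (list adjusted p = 0.681 and 0.656). The sex chromosome genes as a list gave adjusted p = 0.376 in D M and 0.675 in T M. All list counts were the same when adjusted over the list alone.

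WT differed from both mutants, in the same direction, in 934 genes, D M from both others in 791 and T M from both others in 649.

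Bmp4, one of the TGF-β genes of Figure S2B, is among the 20 nearest tested genes on either side of Ero1a in the GRCm38.p6 RefSeq order, which led to the hypothesis that DNA flanking a mutant allele, or the allele itself, may change its neighbours. Of 40 neighbours of Ero1a, 3 were called the same way in both mutants (Prxl2a, Bmp4 and Lgals3, percentile 71.5 among windows around other genes, median 2). Bmp4, which prompted the hypothesis, is counted among the 3, so this percentile is partly set by it. Of 40 neighbours of Ero1b, 5 were called so (Akr1e1, Idi1, Gpr137b-ps, Nid1 and Hecw1, percentile 92.9). If the WT arrays are the Ero1β m/m control of the paper's methods, they carry the same Ero1b allele. The comparison could then not show a local effect at Ero1b. Of 40 neighbours of Prdx4, 4 were called between T M and D M (Shroom2, Sh3kbp1, Phka2 and Scml2, percentile 59.6). The predictions were written before the counts were seen, each percentile lies between the bounds set for and against, and a local effect on Bmp4 cannot be told apart from a wider one. The neighbours named were picked after their values were seen.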
